# Neurotensin promotes hepatic steatosis by regulating lipid uptake and mitochondrial adaptation in hepatocytes

**DOI:** 10.1038/s41419-025-07664-3

**Published:** 2025-04-27

**Authors:** Moumita Banerjee, Jun Song, Baoxiang Yan, Haoming Wu, Shaghayegh Norouzi, Tomoko Sengoku, Savita Sharma, Teresa W. M. Fan, Eun Lee, Daheng He, Chi Wang, Jinpeng Liu, Timothy M. Schmitt, Tianyan Gao, Heidi L. Weiss, Jing Li, B. Mark Evers

**Keywords:** Cell biology, Gastrointestinal diseases

## Abstract

Metabolic dysfunction-associated steatotic liver disease (MASLD) is a multifactorial disease characterized by hepatic steatosis. Mitochondrial dysfunction resulting in the incomplete digestion of surplus fat is one of the key factors that lead to hepatic steatosis but the reason for this remains unclear. We investigated the role of neurotensin (NTS), a gut hormone, in inducing maladaptive fat metabolism in steatotic liver. We identify CD36 and PGC1α, two critical drivers of MASLD, as direct NTS signaling targets in the liver. NTS upregulates CD36, a free fatty acid receptor, in hepatocytes and promotes long chain lipid uptake. Conversely, NTS inhibits PGC1α, which acts as a lipid sensor and translocates to the nucleus to activate lipid catabolism-related genes in an AMPK-dependent manner. Thus, a high fat diet decreases the fatty acid oxidation and oxidative phosphorylation capacity of the liver and hepatocytes from NTS or NTS receptor 1 (NTSR1) wild type mice; whereas NTS deficiency preserves the lipid metabolism capacity of the liver. NTS signaling is significantly upregulated in MASLD and in metabolic dysfunction-associated steatohepatitis (MASH) human liver samples when compared to normal livers, which correlates with the expression of CD36 and oxidative phosphorylation proteins. These findings provide critical mechanistic insights into the maladaptive fat metabolism noted with steatosis in mice and humans and suggest novel strategies for therapeutic intervention of MASLD, which affects nearly one-quarter of the global population.

## Introduction

Metabolic dysfunction-associated steatotic liver disease (MASLD) [1] is characterized by accumulation of more than 5% fat in hepatocytes accompanied with metabolic dysfunctions such as obesity, insulin resistance and dyslipidemia [2]. A subset of patients with MASLD can progress to metabolic dysfunction-associated steatohepatitis (MASH), manifested by liver inflammation and fibrosis [3]. Although many factors, such as diet, obesity and insulin resistance, have been proposed to play a role in MASLD pathogenesis, a lack of understanding of molecular drivers has severely impeded the development of therapeutic strategies to attenuate this disease.

According to the “multiple hit hypothesis” in MASLD, increased supply of free fatty acids (FAs) from either the diet or adipose tissue lipolysis predisposes the liver to mitochondrial dysfunction and oxidative stress [3]. The liver is a highly adaptive organ and studies show that the hepatic mitochondria can initially adjust their ability to overcome the lipid overload conditions by upregulating FA metabolism pathways [4]. However, later stages of MASLD are characterized by hepatic mitochondrial dysfunction (i.e., alteration in expression or activity of OXPHOS complexes) [5], suggesting that dysregulated mitochondrial adaptation plays a significant role in MASLD pathogenesis [6].

Neurotensin (NTS), a tridecapeptide hormone localized to the central nervous system and specialized enteroendocrine cells (N cells) in the small intestine [7], has three major receptors: NTSR1 and NTSR2 (high and low affinity G protein-coupled receptors, respectively) and the non-G protein-coupled NTSR3/sortilin-1 [8]. Increased pro-NTS (a stable 117 amino acid precursor) levels in plasma correlate strongly with obesity, MASLD development and increased risk of metabolic diseases in humans [9–11]. Notably, De Vito et al. [12] recently reported that pro-NTS levels are the strongest independent predictor of MASLD prevalence in patients. Moreover, we previously reported that global knockout of NTS in mice protects against high fat diet (HFD)-induced obesity, insulin resistance, and hepatic steatosis [13].

Lipids are the most potent stimulus for NTS secretion from the gut into the portal vein [7]. Adipose tissue-associated lymphatic endothelial cells represent another important source for NTS availability in the liver [14, 15]. This suggests that conditions implicated in MASLD development, such as increased dietary lipids and adiposity, are conducive to peripheral NTS release. However, whether NTS directly affects liver lipid metabolism and storage is unknown. Here, we investigated the mechanism by which NTS/NTSR1/NTSR3 signaling can promote hepatic steatosis under HFD conditions in mice. We show that NTS signaling promotes lipid uptake at the expense of mitochondrial bioenergetic reserve in hepatocytes. Bioenergetic reserve represents the capability of the mitochondria to adapt their metabolic parameters and mitigate the nutritional stress resulting from increased lipid supply [16]. Moreover, we demonstrate the association of this signaling pathway with steatosis in human livers and suggest that targeting NTS signaling may have broad clinical implications for the possible treatment of MASLD.

## Methods

Materials and detailed methods are provided as Supplementary Material.

## Results

### NTS signaling promotes MASLD development

To determine the significance of NTS signaling in the pathogenesis of MASLD in humans, we compared NTSR (NTSR1, NTSR2 and NTSR3) expression in liver samples from patients with MASLD and MASH with normal livers (patient characteristics are shown in Table 1). NTSR1 protein expression was significantly higher in MASLD and MASH livers (*p* = 0.0223 and *p* = 0.0029, respectively); NTSR3 expression was higher in MASLD livers but only reached significance in MASH samples (*p* < 0.0001) (Fig. 1A). Gene expression analyses showed similar trends (Fig. 1B), whereas NTSR2 expression was not detectable. Together, these data suggest that NTS signaling is upregulated in human steatotic livers.

**Fig. 1:**
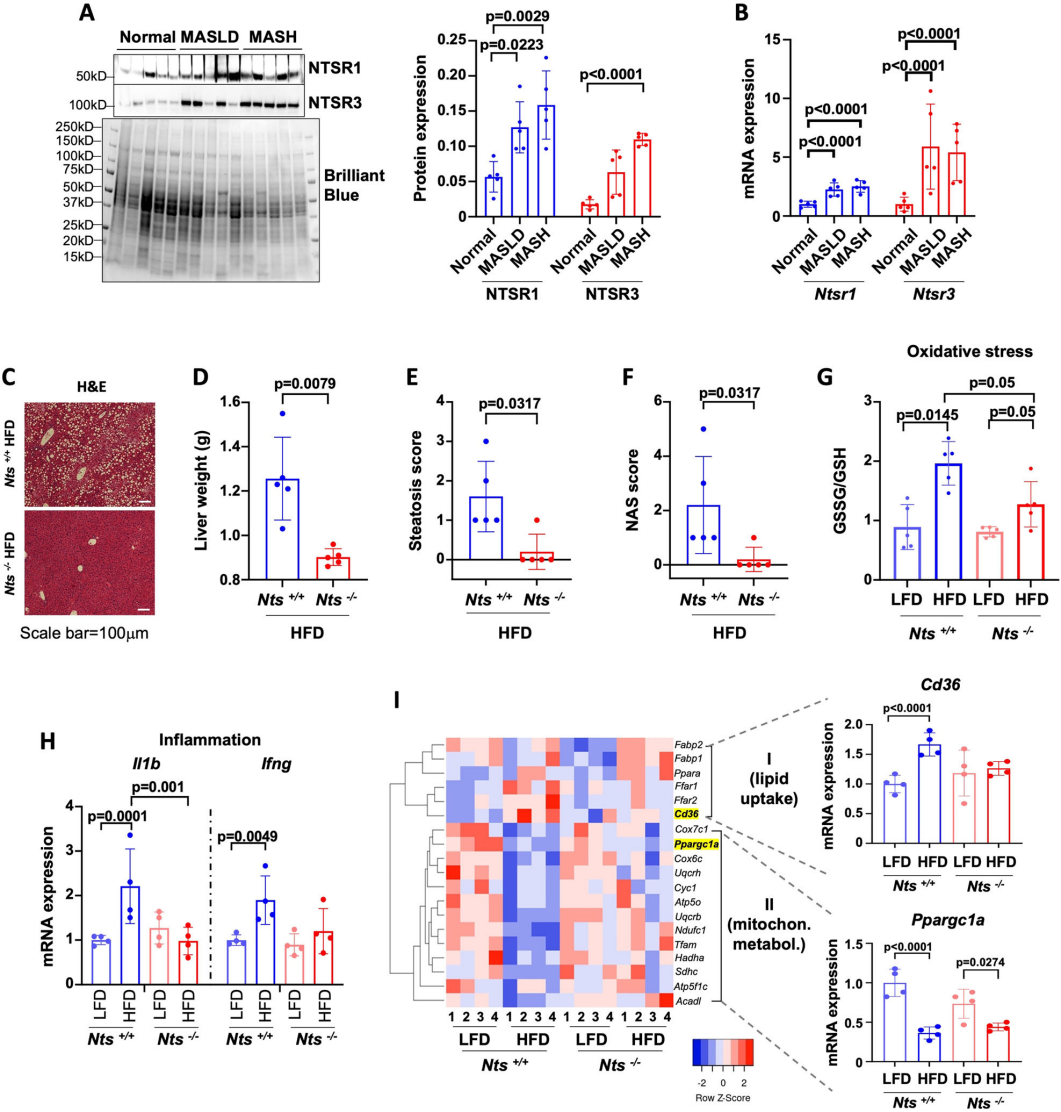
NTS signaling promotes MASLD. **A** Expression of NTSR1 and NTSR3 in normal, MASLD and MASH liver samples from human patients (western blot); *N* = 5/group. Data were normalized to total protein expression (Brilliant blue stained gel). Quantitative analysis is shown on right. **B** NTSR1 and NTSR3 gene expression (qPCR) in human normal, MASLD and MASH livers. Data were normalized to β-actin expression. **C** Female *Nts*^*+/+*^ and *Nts*^−/−^ mice were fed low-fat diet (LFD) or high-fat diet (HFD) for 28 wks. MASLD was confirmed by H&E-stained representative liver sections (10× magnification, scale bar=100 µm). **D** Liver weight, **(E)** steatosis score, and (**F**) NAS (NAFLD activity score) for *Nts*^*+/+*^ vs *Nts*^−/−^ mice fed HFD. **G** Oxidative stress in livers was compared by measuring GSSG and GSH levels (ELISA). **H** Inflammatory gene expression (*il1b* and *ifng*) in liver (qPCR, normalized to β-actin). **I** Heatmap showing expression of significantly altered metabolic genes (qPCR) in livers (log_2_fold changes, normalized to β-actin). *N* = 5 mice/group for D–G and 4 mice/group for (**H**, **I**). Data are expressed as mean ± SD, and *p* ≤ 0.05 is considered significant.

**Table 1:** Characteristics of patients from whom liver samples were obtained.

Sample	Sex	Age (Years)	BMI	Diabetes	Diagnosis^a^	Clinical feature
PT#1	M	61	28.02	U	Normal	
PT#2	M	38	29.24	N	Normal	
PT#3	M	53	50.58	N	Normal	
PT#4	F	18	30.83	N	Normal	
PT#5	F	55	30.66	N	Normal	
PT#6	M	52	42.37	Y	MASLD	30% steatosis, no fibrosis, no cirrhosis, no necrosis
PT#7	M	56	27.15	N	MASLD	50% steatosis (macrovesicular), no fibrosis, no cirrhosis, no necrosis
PT#8	M	58	35.98	N	MASLD	Severe steatosis
PT#9	M	20	29.55	N	MASLD	Severe steatosis
PT#10	M	44	35.67	Y	MASLD	20% steatosis (macrovesicular) + Stage 1 fibrosis
PT#11	M	20	35	N	MASH	80–90% steatosis (macrovesicular)+moderate periportal inflammation and focal active changes; necrosis present, no cirrhosis
PT#12	M	42	30.6	N	MASH	Steatohepatitis with >30% steatosis
PT#13	M	65	43.81	N	MASH	Steatohepatitis with 30% macrovesicular steatosis; mild portal inflammation
PT#14	M	36	34.03	N	MASH	Steatohepatitis with 30% macrovesicular steatosis+10% microvesicular steatosis; fibrosis (portal and bridging areas Stage 2–3)
PT#15	M	46	23.4	N	MASH	Steatohepatitis with 70% steatosis, ballooned hepatocytes, Mallory hyaline and lobular inflammation

*M* male, *F* female, *U* unknown, *Y* yes, *N* no.

^a^Normal, MASLD, MASH (*N* = 5 each).

To identify the molecular drivers of NTS-mediated maladaptive fat metabolism in the liver, *Nts*^*+/+*^ and *Nts*^−/−^ female mice were fed LFD or HFD for 28 weeks to induce MASLD. HFD significantly increased liver weight, liver weight to body weight ratio and induced steatosis, oxidative stress and inflammatory gene expression in the livers of *Nts*^*+/+*^ mice (Fig. 1C–H, Fig. S1A). Livers harvested from *Nts*^−/−^ mice were protected from the adverse effects of HFD as noted by significantly reduced lipid accumulation, oxidative stress and inflammation. Hierarchical clustering of gene expression showed that NTS signaling significantly upregulated hepatic lipid uptake and decreased mitochondrial energy metabolism under HFD conditions (Fig. 1I). Cluster of differentiation 36 (CD36), a long-chain FA transporter, is weakly expressed in normal hepatocytes but is significantly increased in MASLD livers [17]. CD36 expression was increased in livers of *Nts*^*+/+*^, but not *Nts*^−/−^, mice fed HFD. Expression of the mitochondrial biogenesis protein, PGC1α, was decreased in both genotypes under HFD conditions, although the effect was less severe in *Nts*^−/−^ livers (~67% decrease in WT vs ~39% in KO). In accordance, PGC1α transcriptional targets, *tfam*, OXPHOS and β-oxidation genes (*acadl* and *hadha*) were significantly decreased in the livers of *Nts*^*+/+*^ mice fed HFD only (Fig. 1I). Treatment of primary mouse hepatocytes with NTS over a time course revealed CD36 as an early response gene (1 h) and PGC1α as a late response gene (6 h) for NTS signaling (Fig. S1B). FA stimulation had no effect on CD36 or PGC1α expression (Fig. S1C). Together, these data suggest that NTS signaling promotes hepatic steatosis by inversely affecting two lipid metabolism pathways (i.e., lipid uptake and oxidative phosphorylation) in the liver.

Maladaptive energy metabolism in adipose tissue plays a significant role in steatosis development [18]; therefore, we examined the effects of NTS on adipose tissue lipid metabolism. Although HFD increased CD36 expression across both genotypes, it was significantly higher in adipose tissue from *Nts*^*+/+*^ mice fed HFD (Fig. S2A). This data is in accordance with their small but significantly increased body weight under the HFD condition in comparison with *Nts*^*−/−*^ mice (Fig. S2B). Consistent with the liver phenotype, PGC1α expression was decreased by HFD in white adipose tissue (Fig. S2C), and the effect was less severe in *Nts*^*−/−*^ adipose tissue (~90% decrease in WT vs 70% decrease in KO). The effect of NTS on brown adipose tissue lipid metabolism was comparatively smaller under HFD conditions (Fig. S2A,C). Taken together these data imply a systemic effect of NTS on dysregulation of lipid metabolism.

### NTS promotes lipid uptake by transcriptionally increasing CD36 expression

Increased CD36 expression is implicated in the onset of hepatic steatosis in MASLD by promoting FA uptake [19]. NTS stimulation strongly increased the uptake of several long-chain FAs such as palmitic acid (PA, C16:0, saturated), oleic acid (OA, C18:1, monounsaturated) and alpha linoleic acid (ALA, C18:3, polyunsaturated) in hepatocytes (Fig. 2A) but not the absorption of medium-chain FA, lauric acid (LauA, C12:0, saturated); indicating that NTS could promote long-chain FA uptake through CD36. Because PA is a dominant source of dietary saturated FAs [20], we selected PA for our subsequent studies.

**Fig. 2:**
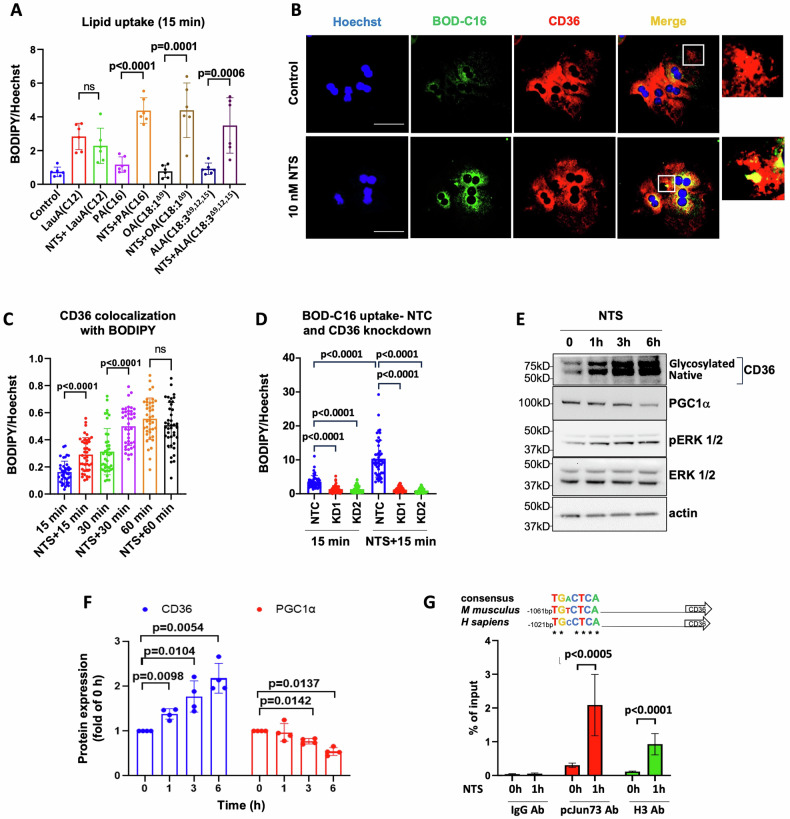
NTS promotes lipid uptake by upregulating CD36 in hepatocytes. **A** FA uptake (1 μM) at 15 min (confocal) in primary hepatocytes stimulated with or without NTS (10 nM, 1 h). Lipids were stained with BODIPY and normalized to Hoechst (nuclear stain); *N* = 6 independent experiments. **B** Representative images showing colocalization of BODIPY-labeled PA (C16) with CD36 after 15 min uptake in primary hepatocytes, with or without NTS. **C** Analyses of CD36 colocalization with BODIPY-C16 over a time course; normalized to Hoechst. *N* = 40 cells/group. **D** Lipid (BODIPY-labeled PA) uptake at 15 min was compared between control (NTC) and CD36 knockdown (KD1 and KD2) hepatocytes treated with or without NTS (10 nM, 1 h). *N* = 48 cells from two mice (2 independent experiments). NTC=non-targeted control, KD1 and KD2 = CD36 knockdown using two different CD36 targeted shRNA (lentiviral). **E**, **F** NTS induced protein expression changes (western blot); total CD36 and PGC1α expression were normalized to β-actin. *N* = 4 independent experiments. **G** Putative AP-1 binding motif in proximal promoter region of CD36 shows strong conservation with consensus sequence (top). ChIP assay (bottom) shows recruitment of pcJun 73 on the AP-1 motif in NTS-stimulated hepatocytes. Rabbit IgG and histone H3 antibodies were used as negative and positive controls, respectively. Hepatocytes isolated from C57/BL6 male mice were used for all studies. Data are expressed as mean ± SD, and *p* ≤ 0.05 is considered significant.

Immunostaining (Fig. 2B, C; Fig. S3A) showed that NTS stimulation significantly promotes FA (BODIPY-labeled PA) uptake during the first 15–30 min of the lipid absorption phase. CD36 knockdown abolished NTS-stimulated FA uptake in hepatocytes (Fig. 2D, Fig. S3B), confirming CD36 to be the mediator of NTS’s effect on lipid absorption in the liver. NTS-induced CD36 upregulation was associated with activation of ERK signaling and its transcriptional effector, cJun (Fig. 2E, F; Fig. S3C, D), whereas PGC1α expression was significantly decreased. Subsequently, we identified a conserved AP-1 binding motif at 1061 bp upstream of the CD36 transcription start site in the mouse genome and show that NTS stimulation promotes pcJun73 binding at the identified AP-1 motif via ChIP assay (Fig. 2G). Notably, this sequence is conserved in the human CD36 promoter. Taken together, these data suggest a novel role for NTS signaling in increasing CD36 expression in steatotic livers.

### NTS inhibits mitochondrial energy metabolism

Given that NTS inhibits PGC1α expression, we next determined whether NTS deficiency improves hepatic mitochondrial function. Because NTS has a robust effect on intestinal lipid absorption [13], we selected young adult mice fed a normal chow diet for mitochondrial activity comparisons. Livers from fasted (22 h) and fed (ad libitum) *Nts*^*+/+*^ and *Nts*^−/−^ female mice were collected for RNAseq analysis. 

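RNA from the livers of 12 mice was sequenced, with 3 mice in each of the 4 groups. These were *Nts*+/+ fed (mice 254, 257 and 323), *Nts*+/+ fasted for 22 h (265, 282 and 322), *Nts*-/- fed (277, 303 and 319) and *Nts*-/- fasted for 22 h (284, 290 and 295). The authors deposited expected counts, which are estimates of the reads from each gene that need not be whole numbers, for 48795 genes with Ensembl identifiers and GRCm38 positions. The values are not scaled between mice, and they were rounded to whole counts here. The paper's text names no alignment or counting program. In *Nts*+/+ mice, the total per mouse was between 21999647 and 27297477 counts when fed (median 26638257) and between 23040691 and 36018372 when fasted (median 31137920). In *Nts*-/- mice, it was between 24050989 and 34316274 when fed (median 25823565) and between 23048848 and 45273069 when fasted (median 23617412). Counts were normalized with the TMM method of edgeR, and 13812 genes with enough counts (filterByExpr) were compared with its quasi-likelihood test in one model of all 12 mice. The biological coefficient of variation was 0.202. Adjusted *p* values are Benjamini-Hochberg values over all tested genes unless a family is named.

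Fasting changed 2501 genes at an adjusted *p* under 0.05 in *Nts*+/+ livers (1231 higher and 1270 lower) and 2326 genes in *Nts*-/- livers (1063 higher and 1263 lower). Of these, 1481 genes changed in both genotypes, and all 1481 moved in the same direction. Also requiring an absolute log2 fold change of at least 1, the alternative that moved these counts most, left 911 and 915 genes. With 1 mouse left out at a time, the count was between 1224 (without mouse 282) and 2418 in *Nts*+/+ livers and between 1358 (without mouse 277) and 2631 in *Nts*-/- livers.

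The *Nts* gene itself (ENSMUSG00000019890) lies on chromosome 10 from 102481760 to 102490418. None of the 6 libraries labelled *Nts*+/+ had a count on it. The libraries labelled *Nts*-/- had 46, 40 and 15 counts when fed and 12, 4 and 18 counts when fasted. As CPM (counts scaled to the library's total), this was 1.17 ± 0.485 (SD, n = 3) in fed and 0.363 ± 0.178 (SD, n = 3) in fasted livers. Against a floor of 3 counts in each library labelled *Nts*+/+ (as a mean CPM), it was at least 9.79-fold higher when fed and at least 3.51-fold higher when fasted. Such floors cover counting error only. In edgeR's test the adjusted *p* was 0.304 (fed) and 0.917 (fasted), and in the Wald test of DESeq2 it was 0.000482 and 0.0474. Every direction given for these libraries is that of the deposited genotype labels.

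**Figure D1:**
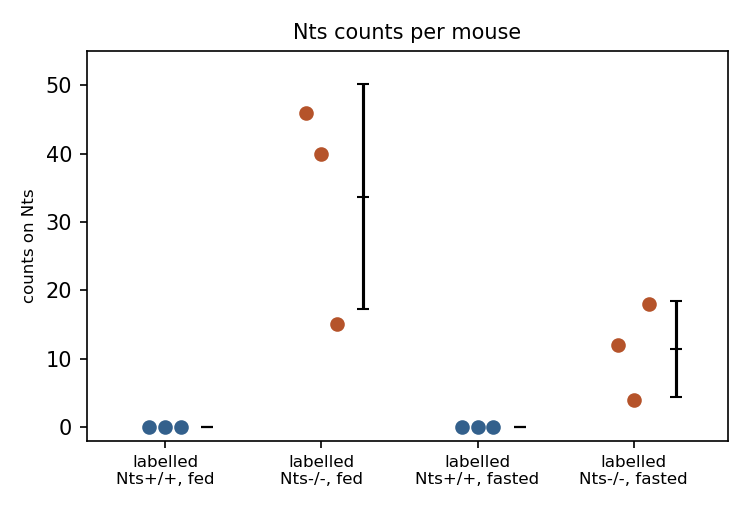
Counts on *Nts* in each of the 12 liver libraries, by deposited genotype label and feeding state. Points are mice, and the bars beside them are the mean ± SD of 3 mice; the 6 libraries labelled *Nts*+/+ sit at 0 and the 6 labelled *Nts*-/- between 4 and 46.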

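No single gene differed between the libraries labelled *Nts*-/- and *Nts*+/+ at an adjusted *p* under 0.05, in fasted or in fed livers (0 of 13812 genes in edgeR's test). At an unadjusted *p* under 0.05 there were 685 genes in fasted and 876 in fed livers, where chance gives 690.6. The difference of the genotype differences between fasted and fed livers also gave 0 genes, with 663 at an unadjusted *p* under 0.05. The Wald test of DESeq2 moved these counts most, to 4 genes in fasted livers, 12 in fed livers and 3 for the difference between them.

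Sets of genes were then compared. A list of the nuclear-encoded OXPHOS subunits, of which 78 of 79 were tested, had a mean log2 fold change of 0.18 in fasted livers, and 75 of the 78 genes were higher in the libraries labelled *Nts*-/-. The adjusted *p* over 12 lists was 8.9e-12 from limma's camera test, which presets the correlation between genes at 0.01. By complex, the mean log2 fold change was 0.19 for the 36 genes of complex I, 0.13 for 4 of complex II, 0.12 for 9 of complex III, 0.16 for 12 of complex IV and 0.21 for 17 of complex V. When the correlation was estimated from the data the adjusted *p* for the list was 0.602, and in limma's rotation test (fry) it was 0.669. None of the 12 lists passed 0.05 in either of these tests for the genotype comparison in fasted livers, in fed livers, or for the difference between them. The test with estimated correlation was weak here. For the fasting-induced list, fasted against fed, its adjusted *p* was 0.0886 in libraries labelled *Nts*+/+ (mean 1.66), where fry gave 0.000171. In those labelled *Nts*-/- (mean 1.99) it was 0.0405, where fry gave 1.8e-05. A *p* above 0.05 from that test therefore says little about a smaller shift. Removing the trend with gene length lowered the OXPHOS mean in fasted livers the most, to 0.11. Without mouse 322 it was also 0.11, and it was between 0.11 and 0.25 over the 6 fits that each left out 1 mouse. Adjusted over the list alone, 0 OXPHOS genes passed 0.05 in fasted or fed livers, and 9 and 10 had an unadjusted *p* under 0.05.

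The OXPHOS gene with the smallest *p* in fasted livers was *Ndufb6* (ENSMUSG00000071014, chromosome 4 from 40270591 to 40279421). It had 61.8 ± 5.57 TMM-normalized CPM (counts scaled to the library's total times its TMM factor; SD, n = 3) in the libraries labelled *Nts*-/- and 44.8 ± 4.33 (SD, n = 3) in those labelled *Nts*+/+. Its log2 fold change was 0.46 (standard error 0.16, edgeR adjusted *p* = 0.917).

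Per mouse, the OXPHOS score (the mean of log2 CPM, centred for each gene) was 0.17 ± 0.12 (SD, n = 3) in fasted livers labelled *Nts*-/- and −0.017 ± 0.14 (SD, n = 3) in those labelled *Nts*+/+. The groups overlapped (two-sided exact permutation test, *p* = 0.2, where 3 mice against 3 allow no *p* below 0.1).

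The 18 genes of the TCA cycle had a mean log2 fold change of 0.054 in fasted livers, with 14 genes higher and an adjusted *p* of 0.0917 from camera. The mean was −0.057 without mouse 322. It was 0.15 (adjusted *p* = 0.000396) without mouse 265 and 0.086 (adjusted *p* = 0.0238) without mouse 290. The score per mouse gave *p* = 0.8 in the exact permutation test.

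In fed livers the OXPHOS mean was −0.10, with 20 of 78 genes higher and an adjusted *p* of 6.77e-05 from camera. It rested on mouse 277, without which it was −0.0065 (adjusted *p* = 0.591). The scores per mouse gave *p* = 0.4 in the exact permutation test. The TCA cycle mean in fed livers was −0.0070 (adjusted *p* = 0.863), and 0.053 without mouse 277. Tested directly, the difference between fasted and fed livers was 0.28 for OXPHOS (74 of 78 genes, adjusted *p* = 2.2e-15 from camera and 0.295 from fry). For the TCA cycle it was 0.061 (adjusted *p* = 0.131 from camera), and it was −0.050 without mouse 322, 0.15 (adjusted *p* = 0.00547) without mouse 265 and 0.12 (adjusted *p* = 0.0448) without mouse 303.

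**Figure D2:**
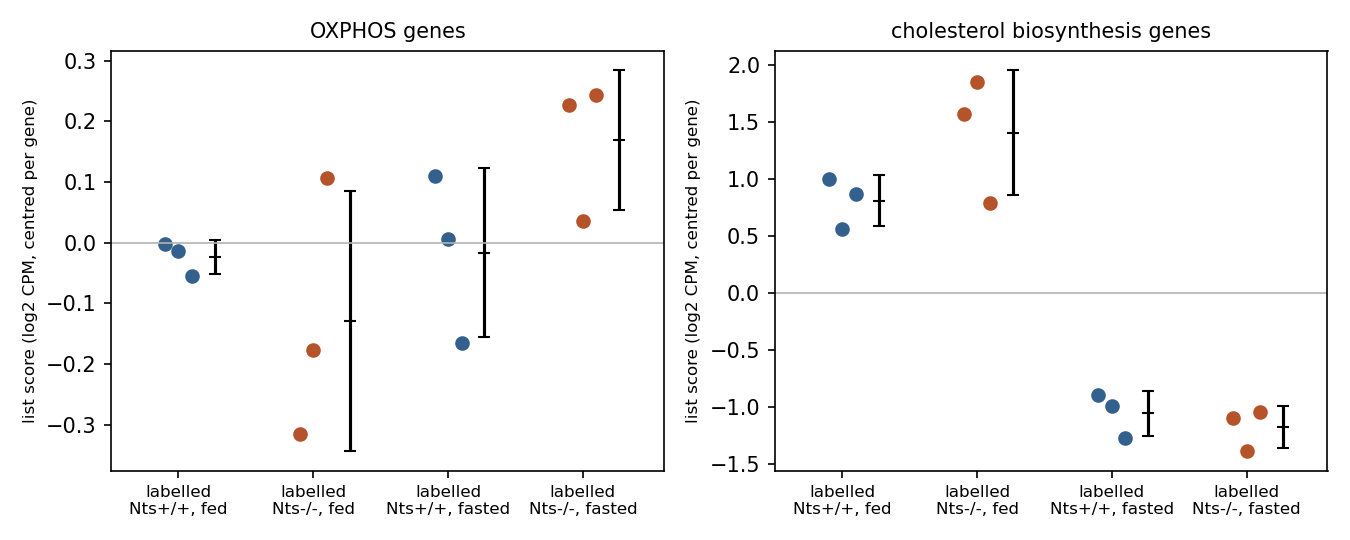
Scores of the OXPHOS and cholesterol biosynthesis genes in each of the 12 mice (log2 CPM, centred per gene), by deposited genotype label and feeding state. Points are mice, and the bars beside them are the mean ± SD of 3 mice; among fasted mice the OXPHOS scores labelled *Nts*-/- run from 0.036 to 0.24 and those labelled *Nts*+/+ from −0.17 to 0.11.

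The paper describes the gene sets of mitochondrial energy metabolism that differ in fasted livers as compatible with the role of PGC1α there.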

Gene set enrichment analysis revealed the upregulation of metabolic pathways related to mitochondrial bioenergetics, OXPHOS complex and TCA cycle in livers from *Nts*^−/−^ mice under fasted, but not fed, conditions (Fig. 3A, B; Fig. S3E), which is consistent with the role of PGC1α in regulating lipid metabolism in fasted livers [21]. 

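The gene for PGC1α, *Ppargc1a* (ENSMUSG00000029167, chromosome 5 from 51454250 to 51567726), had 15.1 ± 9.21 TMM-normalized CPM (SD, n = 3) in fasted livers labelled *Nts*-/- and 10.7 ± 0.372 (SD, n = 3) in those labelled *Nts*+/+. The log2 fold change was 0.49 (standard error 0.33, edgeR adjusted *p* = 0.917). It rested on mouse 290 and was −0.069 without it. Scaled to the library's total only, mouse 290 had 24.4 CPM (577 counts), against 12.6 CPM (571 counts) in mouse 295 and 6.42 CPM in mouse 284. In fed livers the log2 fold change was 0.25 (standard error 0.34, edgeR adjusted *p* = 0.902).

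The members of the published PGC1α gene set were not analysed here. In their place, a list of 18 genes was drawn from the PGC1α-related, OXPHOS and β-oxidation genes that the paper names, without *Ppargc1a* itself. It includes *Tfam*, *Nrf1*, *Hnf4a*, *Ndufa1*, *Sdha*, *Acadm*, *Acadl* and *Hadha*. Its mean log2 fold change in fasted livers was 0.11, with 15 of 18 genes higher in the libraries labelled *Nts*-/- and an adjusted *p* of 0.0109 from camera, but 0.669 from fry. The adjusted *p* rose above 0.05 when mouse 322, 284 or 295 was left out (0.292, 0.096 and 0.0723), with means of 0.064, 0.077 and 0.091. Removing the trend with gene length also took it above 0.05 (mean 0.081, adjusted *p* = 0.136). The scores per mouse gave *p* = 0.2 in the two-sided exact permutation test. In fed livers the mean was −0.13 (adjusted *p* = 0.0107 from camera and 0.478 from fry), and it was −0.045 (adjusted *p* = 0.532) without mouse 277 and −0.11 (adjusted *p* = 0.156) without mouse 323. The difference between the feeding states was 0.24 (18 of 18 genes, adjusted *p* = 0.0001 from camera and 0.295 from fry). Adjusted over the list alone, 0 genes passed 0.05 in fasted livers and 1 in fed livers.

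The 18 genes of fatty acid oxidation were all higher in fasted livers labelled *Nts*-/-, with a mean log2 fold change of 0.16 (adjusted *p* = 0.00029 from camera and 0.669 from fry). Without mouse 322 the mean was 0.095 (adjusted *p* = 0.0781). The gene with the smallest *p* of this list in fasted livers was *Decr1*, at 0.37 (standard error 0.17, edgeR adjusted *p* = 0.917). In fed livers the mean was −0.082 (adjusted *p* = 0.0826). It was 0.027 without mouse 323, −0.17 (adjusted *p* = 0.000132) without mouse 257 and −0.12 (adjusted *p* = 0.0245) without mouse 319. The difference between the feeding states was 0.24 (18 of 18 genes, adjusted *p* = 8.2e-05 from camera and 0.295 from fry).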

In accordance, PGC1α-regulated metabolic pathway (Mootha_PGC) was significantly enriched in livers from NTS-deficient mice and 40% of the upregulated genes were related to mitochondrial metabolism (Fig. 3C).

**Fig. 3:**
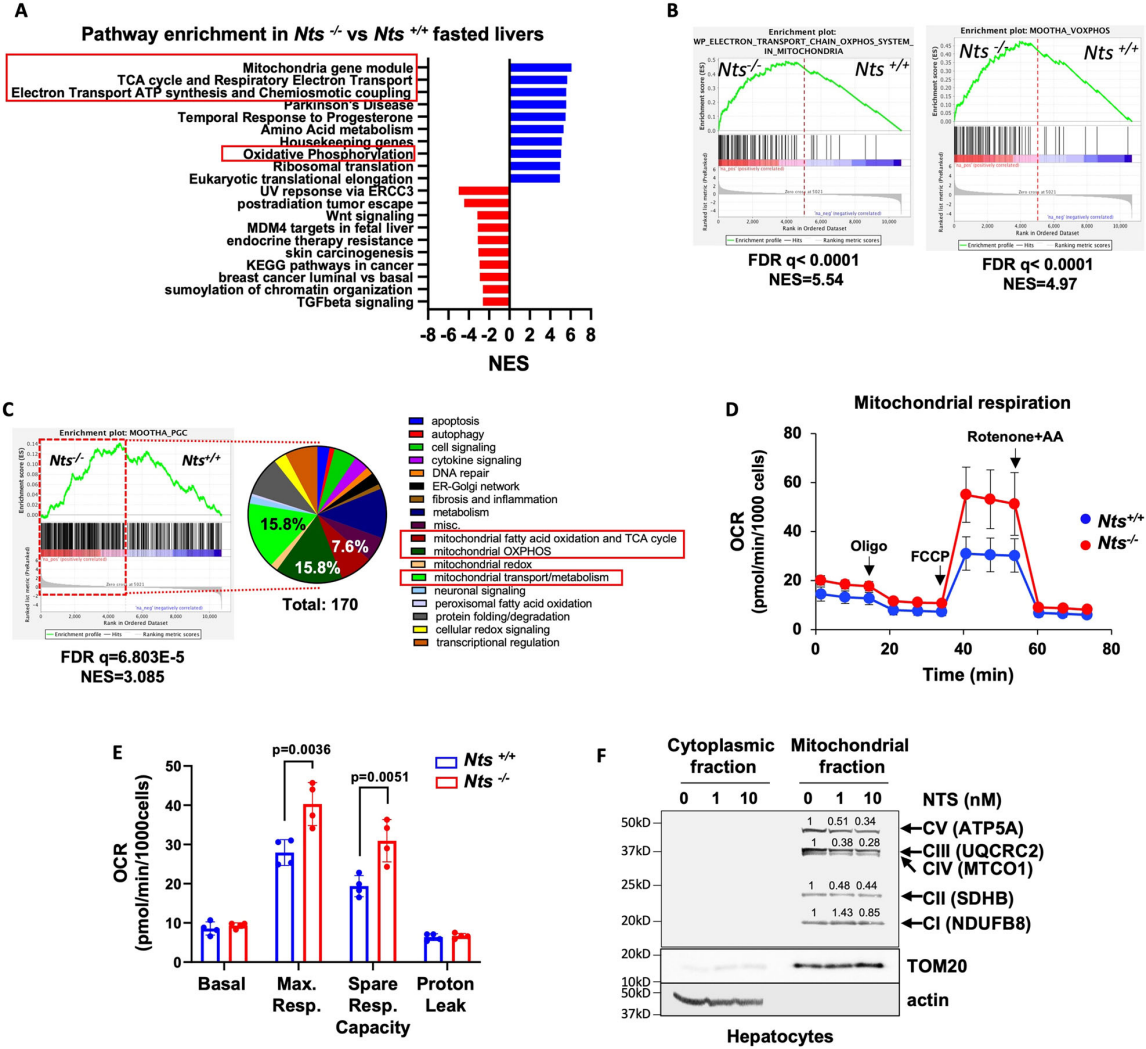
NTS compromises mitochondrial energy metabolism through OXPHOS inhibition. **A** Gene set enrichment analysis (RNAseq) showing the top 10 positively and negatively regulated pathways in fasted mouse livers (*N* = 3 mice/genotype). NES=Normalized Enrichment Score. **B** GSEA enrichment plots showing upregulation of oxidative phosphorylation in *Nts*^*−/−*^ vs *Nts*^*+/+*^ mice livers. **C** The PGC1α-regulated pathway (MOOTHA_PGC gene set) was positively enriched in liver from fasted *Nts*^−/−^ vs *Nts*^*+/+*^ mice. The upregulated genes from *Nts*^−/−^ mice within this gene set are categorized in the pie chart. The percentage of genes related to mitochondrial metabolism is labeled (red box). **D** Representative OCR of hepatocytes isolated from *Nts*^*+/+*^ and *Nts*^−/−^ mice (mito stress test). Oligomycin (oligo), FCCP and rotenone + antimycin A (AA) were added as indicated. **E** Relative mitochondrial parameters (mito stress test) of hepatocytes from 4 mice/genotype. **F** Effect of NTS treatment (16 h) on OXPHOS complex expression (western blot) in mitochondrial fractions of hepatocytes isolated from C57/BL6 male mice. TOM20 = mitochondrial fraction control, actin = cytoplasmic fraction control; expression levels were normalized to TOM20 expression and shown as fold of 0 nM NTS. Data are expressed as mean ± SD, and *p* ≤ 0.05 is considered significant.

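Enrichment was computed for 680 mouse Reactome sets with 15 to 500 members among 12498 ranked genes, which are the 90.6% of tested genes with an Entrez identifier. Genes were ranked by the sign of the fold change times −log10 of edgeR's *p*, and fgsea compared an unweighted running sum with 10000 permutations of the genes. Permuting genes, not mice, leaves the variation between mice out of the *p* value. In fasted livers 96 sets passed an adjusted *p* of 0.05, 72 higher and 24 lower in the libraries labelled *Nts*-/-. Removing the trend with gene length moved this count most, to 11 sets, and without mouse 322 it was 46. It was 51 without mouse 282 and 63 without mouse 295. The set of the citric acid cycle and respiratory electron transport (130 genes) had a normalized enrichment score of 5.76. It was 3.16 (adjusted *p* = 0.0171 from fgsea) after removal of the length trend, 2.55 with a weighted running sum and 3.18 without mouse 322. The set of respiratory electron transport and ATP synthesis (95 genes) had a score of 5.74, and respiratory electron transport alone (75 genes) 5.34. Respiratory electron transport alone had 3.08 after removal of the length trend, 2.63 with a weighted running sum and 3.11 without mouse 322. Eukaryotic translation elongation (82 genes) had a score of 4.77. Each of these 4 sets had an adjusted *p* of 0.00443 with the settings first given. Translation elongation did not pass after removal of the length trend (1.50, adjusted *p* = 0.355 from fgsea), and had 2.29 with a weighted running sum and 3.12 without mouse 265. The smallest unadjusted *p* that the permutations gave was 0.000199. For respiratory electron transport and ATP synthesis, the score was 2.77 with a weighted running sum, 3.20 after removal of the length trend and 3.25 without mouse 322.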

Mitochondrial function analysis (mito stress test) showed that *Nts*^−/−^ hepatocytes have significantly increased maximal respiration and spare respiratory capacity compared with *Nts*^*+/+*^ hepatocytes (Fig. 3D,E), indicating that NTS deficiency improves mitochondrial adaptive function. Spare respiratory capacity is determined by the activity of the mitochondrial respiratory chain complexes [16]. NTS treatment (16 h) decreased the expression of OXPHOS complex proteins in hepatocyte mitochondrial fractions (Fig. 3F).

Mitochondrial membrane potential, assessed by JC-1 dye aggregation ratio, is another determinant of spare respiratory capacity. NTS stimulation did not alter JC-1 ratio (Fig. S4A) in hepatocytes, suggesting that NTS signaling does not affect mitochondrial membrane potential. Taken together, these data suggest that NTS specifically decreases OXPHOS expression and activity leading to decreased mitochondrial adaptive function in the liver.

### NTS regulates mitochondrial OXPHOS function through PGC1α inhibition

To functionally connect NTS signaling with PGC1α inhibition and OXPHOS modifications, we first utilized SR48692, an NTSR1 specific antagonist [22]. SR48692 treatment reversed the NTS-induced decrease in PGC1α expression in primary hepatocytes (Fig. 4A). We further show that NTS-mediated ERK signaling regulates PGC1α at the transcriptional level since NTS treatment significantly decreased PGC1α promoter activity, which was reversed by treatment with PD98059, an MEK inhibitor (Fig. 4B)[23].

**Fig. 4:**
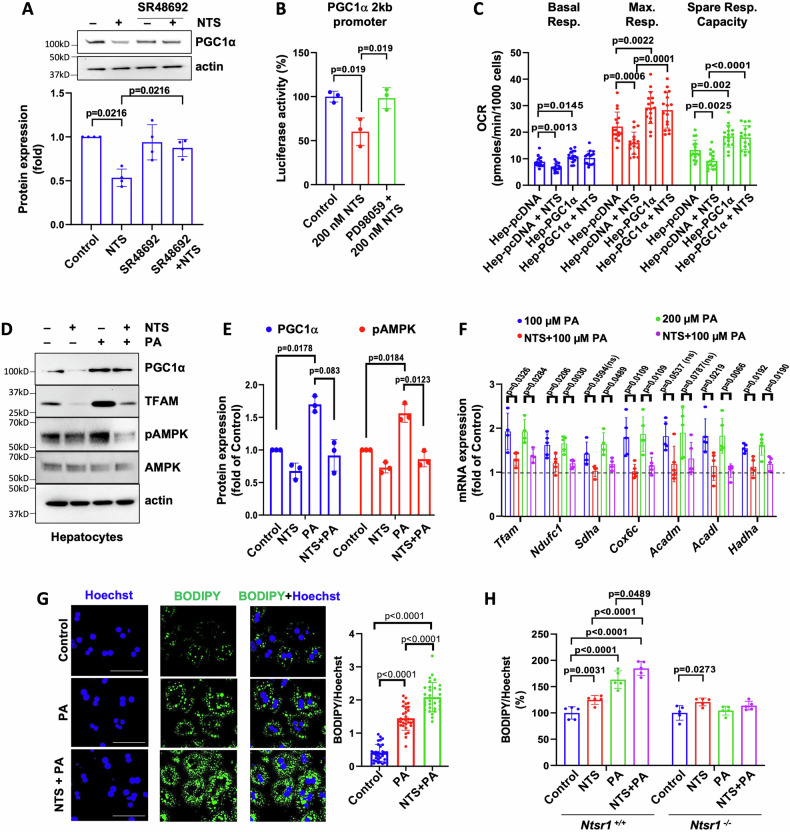
NTS regulates OXPHOS through PGC1α inhibition. **A** Effect of SR48692 (NTSR1 antagonist, 10 μM) on NTS-induced PGC1α expression in hepatocytes (C57/BL6); normalized to actin. *N* = 4 independent experiments. **B** Promoter activity of PGC1α (2 kb luciferase promoter) with NTS and PD98059 (MEK inhibitor, 1 µM) treatment in transfected HepG2 cells (Dual Glo Luciferase assay). *N* = 3. **C** Mito stress test in control (Hep-pcDNA) and PGC1α-overexpressing (Hep-PGC1α) clone 2 treated with NTS; *N* = 16 datapoints from two independent experiments. **D**, **E** Effect of NTS (10 nM) and PA (100 μM) stimulation (16 h) on protein expression (western blot) in hepatocytes (C57/BL6). PGC1α was normalized to actin and pAMPK was normalized to AMPK. *N* = 3 independent experiments. **F** Gene expression analyses in *Nts*^*+/+*^ hepatocytes treated with NTS and PA treated as in (**D**). Dashed line represents expression levels in control group; *N* = 4–5 mice; ns = not significant. **G** Lipid utilization assay. *Nts*^*+/+*^ hepatocytes were incubated with 100 µM PA for 24 h in presence/absence of NTS (10 nM), washed extensively and then incubated in lipid-free media for another 24 h. Confocal images show amount of unmetabolized lipids (BODIPY) at 48 h after lipid addition. Hoechst = nuclear stain. Scale bar = 50 μm. Quantified data from 30 cells/group are shown on the right. **H** Measurement of unmetabolized lipids by *Ntsr1*^*+/+*^ and *Ntsr1*^*−/−*^ hepatocytes at 48 h in 96-well plates (BODIPY staining was normalized to Hoechst). Representative data from two independent experiment is shown. Data are expressed as mean ± SD, and *p* ≤ 0.05 is considered significant.

PGC1α overexpression increased OXPHOS expression (Fig. S4B,C) in HepG2 cells. NTS decreased mitochondrial function in control (Hep-pcDNA), but not in cells that overexpress PGC1α as noted by mito stress test (Fig. 4C). Conversely, PGC1α knockdown decreased the expression of several OXPHOS genes (Fig. S4D). Therefore, these studies demonstrate a role for NTS/NTSR1 signaling in the regulation of mitochondrial bioenergetics through PGC1α inhibition.

Next, we evaluated the physiological significance of PGC1α inhibition by NTS in the liver under HFD conditions. Lipid (PA) stimulation induced AMPK phosphorylation and significantly increased the expression of PGC1α and its target, TFAM, along with OXPHOS and β oxidation genes in hepatocytes (Fig. 4D–F), suggesting that hepatocytes can activate oxidative metabolism pathways through the AMPK/PGC1α axis to respond to the excess lipid influx during MASLD. This adaptive response is attenuated by NTS signaling. We then examined whether NTS-induced defects in oxidative metabolism could promote accumulation of lipid droplets in hepatocytes by inhibiting their catabolism. Hepatocytes from *Nts*^*+/+*^ mice were treated with exogenous PA for 24 h and then cultured in lipid-free media for another 24 h to allow for utilization of absorbed lipids as substrate. NTS significantly increased lipid droplet accumulation in PA-treated hepatocytes at 48 h (Fig. 4G), suggesting impaired degradation of FAs in the presence of NTS signaling. In accordance with this finding, lipid accumulation was significantly increased in hepatocytes isolated from *Ntsr1*^*+/+*^ mice (Fig. 4H), but not in *Ntsr1*^*−/−*^ hepatocytes.

### NTS inhibits PGC1α, which acts as a lipid sensor in the liver

Collectively, our data indicate that PGC1α acts as a lipid sensor in the liver. To address this, we show that in livers and primary hepatocytes from LFD-fed *Nts*^*+/+*^ mice, PGC1α expression is predominantly localized in the cytosolic region (Fig. 5A, B). Lipid (PA) stimulation shifts PGC1α to the nuclear fraction of hepatocytes, where it can activate lipid catabolism-related genes. NTS, as well as treatment with an AMPK inhibitor (i.e., C compound) blocked PA-induced nuclear localization of PGC1α (Fig. 5B–E) supporting the notion that NTS inhibits AMPK-mediated PGC1α activation and its nuclear translocation. Moreover, immunoprecipitation analyses of PGC1α from nuclear fractions of livers from mice fed either LFD or HFD for 50 weeks (Fig. 5F) showed that HFD promotes PGC1α phosphorylation by AMPK in *Nts*^*−/−*^ liver, which was attenuated in the livers of *Nts*^*+/+*^ mice. Notably, AMPK-mediated phosphorylation is required for PGC1α activation and self-transcription using a feed forward loop in skeletal muscle [24]. Taken together, these data suggest that NTS signaling diminishes lipid catabolism capacity by inhibiting the lipid-induced AMPK/PGC1α signaling axis in liver.

**Fig. 5:**
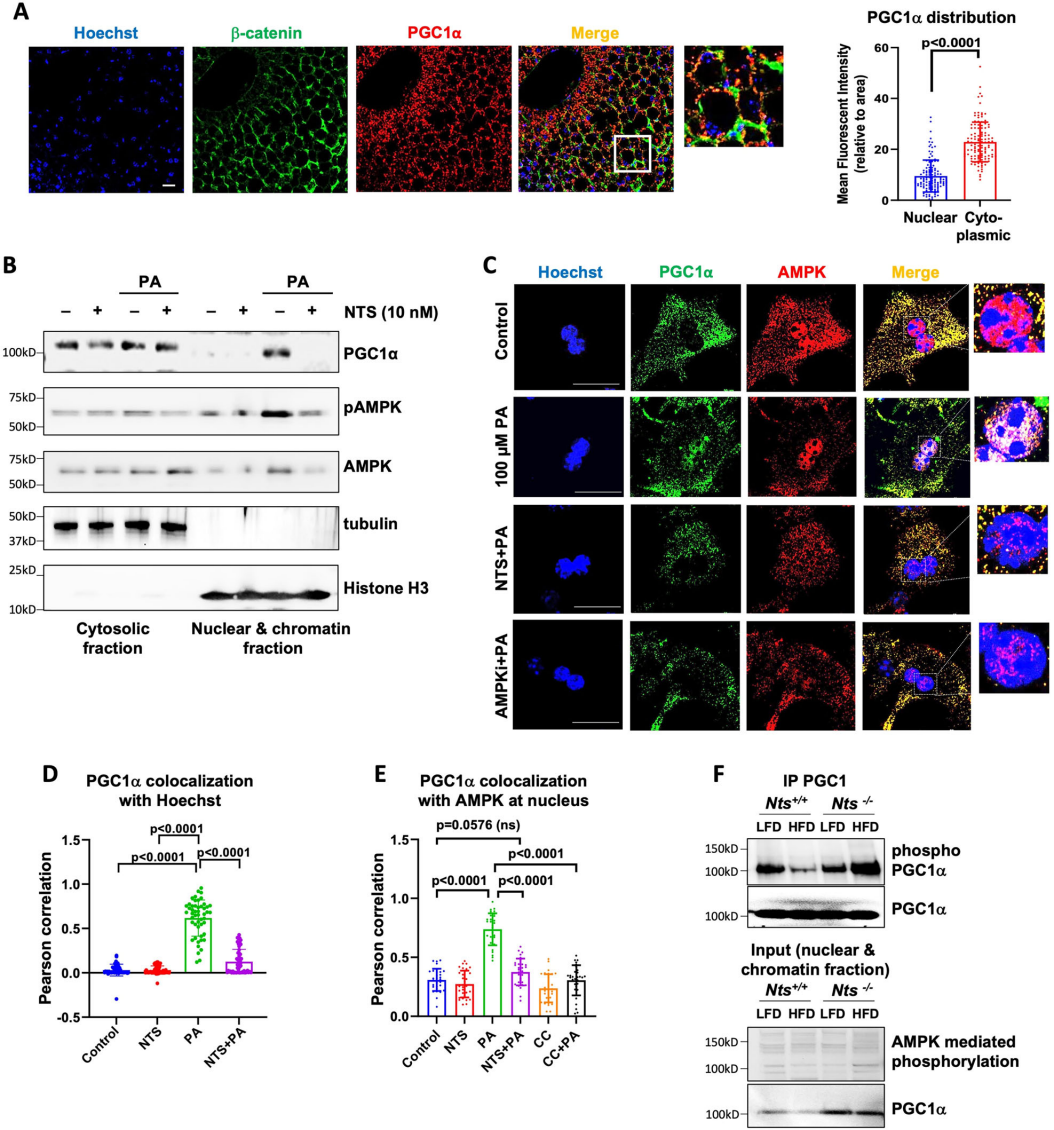
NTS attenuates the AMPK/PGC1α signaling axis. **A** Representative images of endogenous PGC1α localization in liver from *Nts*^*+/+*^ mice fed LFD (50 weeks). β-catenin = cell junction marker; Hoechst = nuclear stain. Scale bar = 50 μm. PGC1α cellular compartment distribution as normalized to nuclear or cytoplasmic area is presented on right. *N* = 120 cells. **B** Subcellular fractionation of NTS (10 nM) and PA (100 μM) treated *Nts*^*+/+*^ hepatocytes (16 h) showing PGC1α (detected using PGC1 antibody, Millipore), pAMPK and AMPK localization. Tubulin = cytosolic fraction marker; histone H3 = nuclear and chromatin fraction marker. **C** Representative images of PGC1α and AMPK localization in primary hepatocytes treated with NTS, PA and AMPKi (AMPK inhibitor = C compound, 10 μM). Nuclear colocalization is shown in inset (scale bar = 20 µm). **D** PGC1α colocalization with Hoechst (nuclear stain) was analyzed in 50 cells per group by Pearson colocalization index in hepatocytes treated as in (**C**). **E** PGC1α colocalization with AMPK at nucleus was analyzed by Pearson colocalization in 30 hepatocytes per group treated as in (**C**). **F** PGC1α was immunoprecipitated from the liver nuclear-chromatin fraction of mice fed LFD or HFD for 50 weeks and its phosphorylation was determined using an antibody that specifically identifies AMPK-mediated phosphorylation motifs. Immunoprecipitated proteins are shown on top and input on bottom. Data are expressed as mean ± SD, and *p* ≤ 0.05 is considered significant.

### NTS signaling inhibits lipid catabolism in the liver

β oxidation, Krebs (TCA) cycle and oxidative phosphorylation represent the three intricately related components of efficient lipid catabolism. Comparison of FAO activity in livers from *Nts*^*+/+*^ and *Nts*^−/−^ male mice fed LFD or HFD for 23 weeks (Fig. 6A) showed that HFD significantly decreased FAO capacity in livers from *Nts*^*+/+*^ mice in comparison with *Nts*^*−/−*^ livers, which was consistent with increased liver weight and downregulated PGC1α-related genes in livers of HFD-fed *Nts*^*+/+*^ mice (Fig. S5A–C). In accordance, PA oxidation assay indicated that long-term HFD feeding (50–60 weeks) strongly decreases mitochondrial OCR in the hepatocytes from male WT mice but not NTS-deficient mice (Fig. 6B,C).

**Fig. 6:**
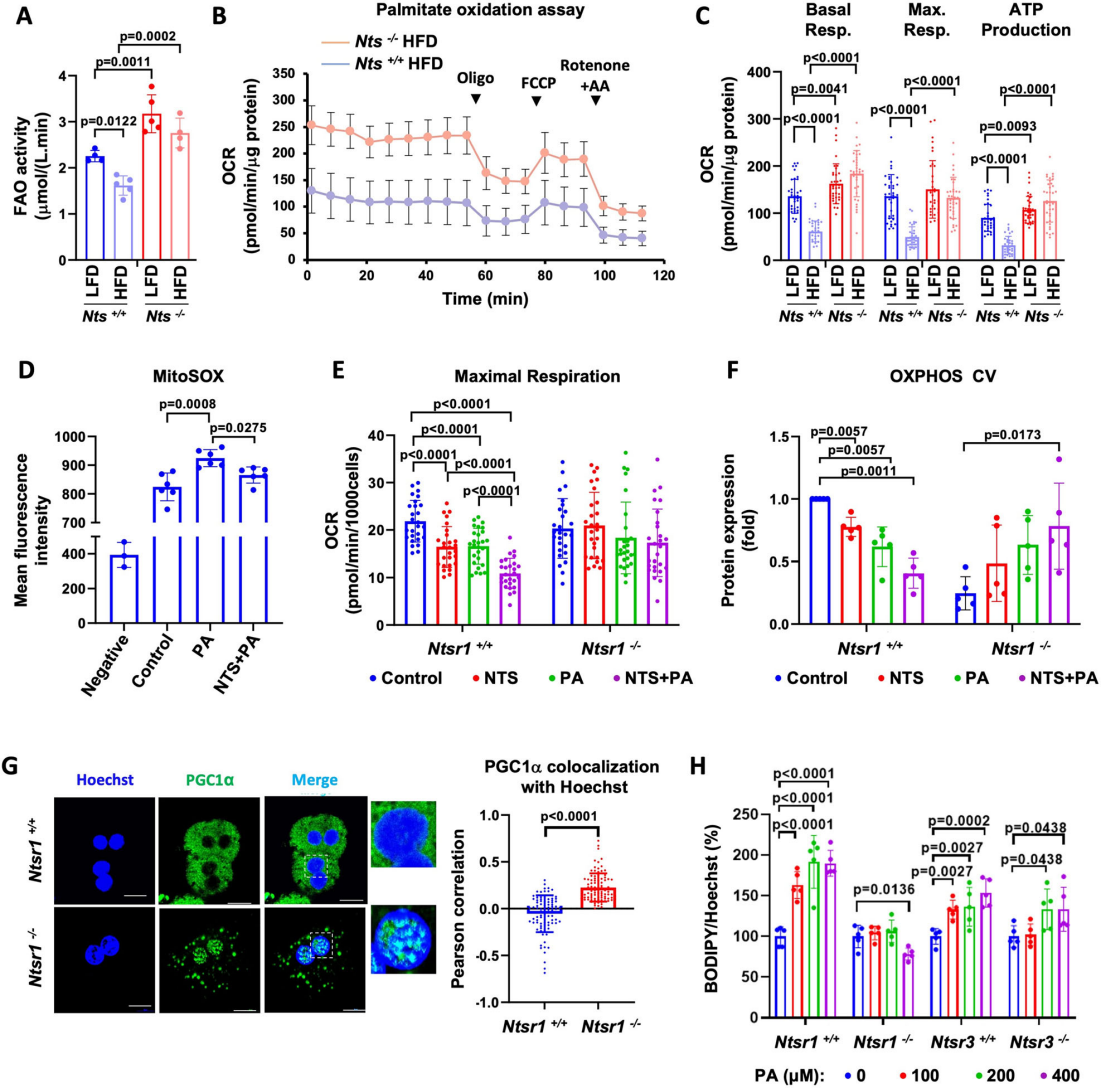
NTS/NTSR1 signaling inhibits lipid catabolism in liver. **A** Measurement of octanoate (FA) catabolism capacity in livers of *Nts*^*+/+*^ and *Nts*^−/−^ male mice fed either LFD or HFD for 23 weeks; data were normalized to protein concentration. *N* = 4–5 mice/group. **B** Representative OCR of PA oxidation by *Nts*^*+/+*^ and *Nts*^−/−^ hepatocytes isolated from mice fed HFD for 50–60 wks. Activity was normalized to protein concentration. **C** Basal, maximal respiration and ATP production from PA oxidation by hepatocytes from mice fed LFD or HFD for 50–60 weeks; *N* = 36 datapoints from 4 mice/group. **D** C57/BL6 hepatocytes were treated with 10 nM NTS (16 h) and then 100 μM PA (3 h), and MitoSOX dye uptake was measured by flow cytometry; *N* = 6 (2 repeats each from 3 independent experiments). **E** Hepatocytes isolated from *Ntsr1*^*+/+*^ and *Ntsr1*^−/−^ mice were treated with NTS and PA (50 µM) for 16 h, and mitochondrial function was measured using mito stress test. Quantitated data of maximal respiration are shown; *N* = 27 datapoints from 5 mice/genotype. **F** OXPHOS complex V expression with *Ntsr1*^*+/+*^ and *Ntsr1*^−/−^ hepatocytes treated as in (**E**) (western blot); *N* = 5 mice/genotype. Data normalized to TOM20 expression. **G** Confocal images of *Ntsr1*^*+/+*^ and *Ntsr1*^−/−^ hepatocytes stained for PGC1α and Hoechst (nuclear stain) on left. Inset shows nuclear colocalization of PGC1α; scale bar = 10 µm. Quantification of PGC1α colocalization with Hoechst on right. *N* = 90 cells from 3 mice/genotype. **H** Measurement of lipid utilization at 48 h by hepatocytes plated in 96-well plate. Unmetabolized lipids were labeled with BODIPY and normalized to Hoechst. Data are expressed as mean ± SD, and *p* ≤ 0.05 is considered significant.

Next, we measured Krebs cycle activity in hepatocytes isolated from *Nts*^*+/+*^ and *Nts*^−/−^ mice fed HFD for 23 weeks using ^13^C_6_-glucose as a tracer in stable isotope resolved metabolomics (SIRM) analysis. Results from 1D HSQC NMR analysis showed increased ^13^C incorporation into glutamate, aspartate and glutathione (GSH + GSSG) in hepatocytes of *Nts*^−/−^ mice (arrows) relative to those of *Nts*^*+/+*^ mice (Fig. S6A), which is consistent with increased Krebs cycle activity and glutathione synthesis. In addition, NTS deficiency led to increased ^13^C incorporation into the ribose moiety of adenine, guanine and uracil nucleotides and NAD^+^ (Fig. S6A, arrows), suggesting enhanced nucleotide biosynthesis via the pentose phosphate pathway, which provides the ribose precursor. These data confirm that NTS deficiency improves mitochondrial β oxidation and Krebs cycle rate and may also improve cellular redox homeostasis as the pentose phosphate pathway produces NADPH for regenerating reduced glutathione, which plays an important role in cellular antioxidant defense.

Mitochondrial ROS generated during β oxidation of FA can serve as an indicator of oxidative phosphorylation capacity [25]. NTS attenuated mitochondrial ROS generated during PA catabolism in hepatocytes as measured using MitoSOX Red dye staining (Fig. 6D).

### NTSR1 is the major NTS receptor in liver

To delineate the direct effect of NTS signaling in the liver, *Ntsr1* expression in mouse liver was confirmed using hepatocytes isolated from *Ntsr1*^*+/+*^ and *Ntsr1*^−/−^ mice (Fig. S6B). Next, we compared the effect of NTS and PA treatment on mitochondrial function of hepatocytes isolated from *Ntsr1*^*+/+*^ and *Ntsr1*^−/−^ mice. PA increased basal respiration and ATP production in hepatocytes but decreased their spare respiratory capacity (Fig. S6C). The PA-induced inhibition of OXPHOS expression was reversed by treatment with N-acetyl cysteine (NAC, an antioxidant) (Fig. S6D), suggesting that PA-induced oxidative stress inhibits the OXPHOS function of hepatocytes.

We therefore selected the lowest concentration of PA for our combination studies. NTS potentiated the inhibitory effect of PA on spare respiratory capacity in hepatocytes from *Ntsr1*^*+/+*^ mice; whereas *Ntsr1*^−/−^ hepatocytes were resistant to NTS- and/or PA-induced decrease in OXPHOS function (Fig. 6E; Fig. S7A,B). Analysis of hepatocyte mitochondrial fractions showed that NTS and PA treatment synergistically decreased the expression of OXPHOS protein complexes in hepatocytes from *Ntsr1*^*+/+*^ mice (Fig. 6F, Fig. S7C–F). Together, these data suggest that NTS signaling predisposes the liver to oxidative phosphorylation defects, which is exacerbated in the presence of lipids.

The expression of OXPHOS complex proteins was comparatively lower at basal level in hepatocytes from NTSR1-deficient mice but significantly increased with combination treatment (Fig. 6F, Fig. S7C–F). To clarify this, we show that in *Ntsr1*^−/−^ hepatocytes, PGC1α is mostly localized in the nucleus (Fig. 6G), which is likely due to their increased AMPK phosphorylation levels (Fig. S8A,B). These data are therefore consistent with our hypothesis that NTS signaling inhibits AMPK/ PGC1α signaling axis and associated mitochondrial lipid metabolism capacity of liver.

NTSR3 deletion partially rescued mitochondrial dysfunction induced by NTS treatment, and the effects were less robust than those noted with deletion of NTSR1 (Fig. S8C). Analysis of lipid utilization rate using escalating doses of PA (Fig. 6H) showed significant accumulation of unmetabolized lipid in wild type hepatocytes (*Ntsr1*^*+/+*^ and *Ntsr3*^*+/+*^). No significant lipid accumulation was observed in hepatocytes isolated from *Ntsr1*^−/−^ mice, confirming their increased metabolic rate; hepatocytes isolated from *Ntsr3*^−/−^ mice failed to metabolize the excess lipid at higher PA concentrations. These data suggest that NTS signaling through NTSR1 is the major mediator of maladaptive fat metabolism in MASLD, whereas NTSR3 most likely plays a supportive role.

### Association of NTS signaling with mitochondrial dysfunction in human fatty liver samples

We next examined whether NTS-induced mitochondrial dysfunction could be associated with MASLD in humans. Database analyses (Fig. 7A) showed that PGC1α expression is significantly decreased in the advanced stage of MASLD (Group 3/4/5 vs Group 0, *p* = 0.043; EMBL-EBI database, Accession No. E-MTAB-4856). Comparison of human liver samples (Fig. 7B; Fig. S8D) showed that expression of OXPHOS complex I, III and V was decreased in MASLD and MASH samples, although significance was only achieved for complex V (*p* = 0.0273 and *p* = 0.0165, respectively). Importantly, the expression of OXPHOS complexes I and V was significantly and inversely correlated with NTSR1 expression in human liver, whereas CD36 was positively correlated with NTSR1 expression (Fig. 7C, D; Fig. S8D–F).

**Fig. 7:**
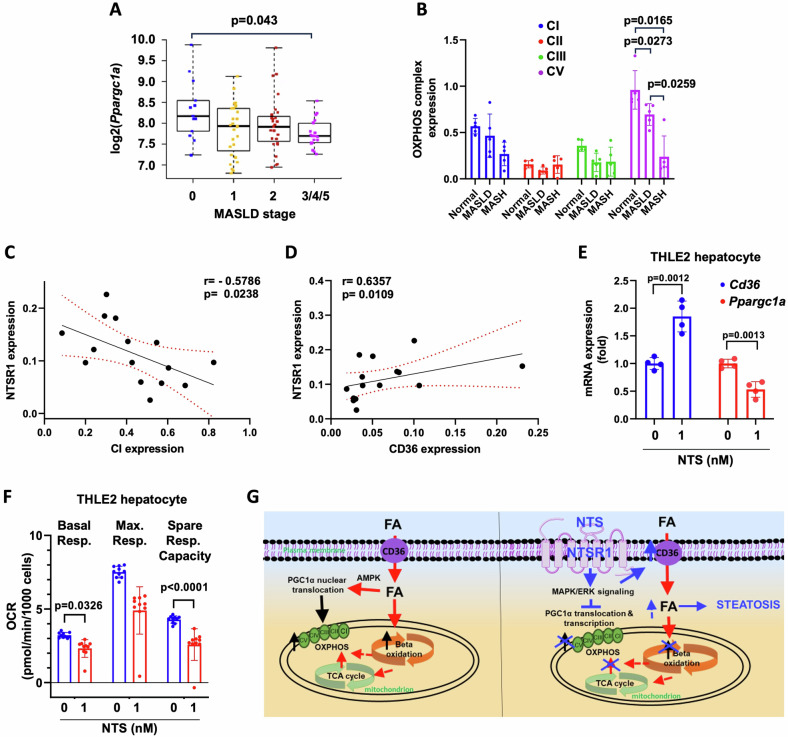
NTS signaling in human MASLD. **A** Gene expression data of PGC1α in liver biopsy samples from MASLD patients at different stages of the disease (Tukey’s HSD test) in EMBL-EBI database. **B** OXPHOS complex expression in normal, MASLD and MASH human liver samples (western blot). Data were normalized to TOM20 expression. **C** Correlation analyses of NTSR1 and OXPHOS complex I expression in liver samples from human patients. r = Spearman rho; 95% confidence interval lines are shown in red. **D** Correlation analyses of NTSR1 and CD36 expression in human liver samples. r = Spearman rho, 95% confidence interval lines are shown in red. **E** Regulation of CD36 and PGC1α expression (qPCR) by NTS in THLE2- human hepatocyte cells, normalized to β-actin *N* = 4. **F** NTS impairs mitochondrial function of THLE-2 cells (mito stress test). *N* = 10 datapoints from 2 independent experiments. **G** Schematic diagram showing liver lipid metabolism in absence (left) and presence (right) of NTS signaling and its consequence on MASLD initiation. Data are expressed as mean ± SD, and *p* ≤ 0.05 is considered significant.

To further confirm our findings, we used THLE2 cells, a model hepatocyte cell line derived from adult human liver. NTS consistently increased CD36 but decreased PGC1α expression in THLE2 cells (Fig. 7E). Moreover, NTS significantly compromised mitochondrial function in THLE2 cells (Fig. 7F), thereby establishing a multifaceted and consequential role of NTS signaling in the initiation of MASLD in humans.

## Discussion

Under obese conditions, the liver is overwhelmed with excess lipid influx, and increased mitochondrial catabolism is required for efficient disposal of the fat overload [26]. Disruption in this energy homeostasis mechanism is central for onset of MASLD. Here, we demonstrate a novel role for NTS signaling in the initiation of steatosis by promoting lipid uptake through CD36 at the expense of bioenergetic capacity of hepatocytes. We show that NTS signaling oppositely regulates two critical drivers of lipid metabolism: CD36 and PGC1α. This compromises the liver’s ability to efficiently catabolize lipids, resulting in steatosis. We also provide the first evidence that NTS signaling is significantly upregulated in livers of patients with MASLD and MASH, making this pathway an attractive target for therapeutic intervention.

CD36, a high-affinity receptor for free FAs, is implicated in the onset of steatosis in MASLD [17]. We demonstrate that NTS-induced ERK signaling rapidly upregulates hepatic CD36 expression to promote lipid uptake, as opposed to the well-established mechanism of nuclear receptor-mediated transcription which requires a longer time for activation [27]. It is plausible that NTS signaling evolved to promote rapid lipid absorption in gastrointestinal tissues to compensate for poor dietary lipid availability. In the presence of excess lipid, this mechanism can promote steatosis only if mitochondrial function becomes compromised, as NTS confers an advantage during the initial period of lipid uptake. Thus, we suggest that NTS-mediated mitochondrial dysfunction plays a predominant role in amplifying the deleterious effects of excess lipid ingestion.

PGC1α, the transcriptional coactivator, is implicated in exercise- and fasting-induced improvements in metabolic adaptation of the liver [28]. We have shown that PGC1α acts as a lipid sensor and transcriptionally activates genes involved in lipid catabolism, particularly β oxidation and oxidative phosphorylation genes. Interestingly, livers from NTS- or NTSR1-deficient mice expressed less OXPHOS proteins but showed higher fat metabolism capacity. To clarify, we showed that NTS deletion promotes PGC1α nuclear translocation through an AMPK-dependent manner, allowing for rapid transcription of oxidative metabolism genes in response to nutritional stress cues. This enhanced capability to respond to the nutritional cues [29] represents the adaptive function of the liver and is compromised by NTS signaling. Thus, when challenged with HFD conditions, NTS/NTSR1-deficient hepatocytes demonstrate better mitochondrial adaptive response. Accordingly, NTS deletion improves the FAO rate in mouse livers, whereas HFD feeding induces a progressive decline in FAO capacity in livers of *Nts*^*+/+*^ mice, with an approximate 50% reduction in hepatic FAO capacity of mice fed HFD for a longer time. Similarly, Li et al. [15] reported that NTS secreted from the lymphatic system inhibits adaptive thermogenesis in brown adipose tissue, although a direct mechanism was not identified.

In this study we identified NTS as a major regulator of PGC1α-mediated mitochondrial adaptive function in the liver and established the importance of this signaling mechanism in the pathogenesis of steatosis in mice. In human liver samples, we showed that NTS signaling and its receptors are strongly associated with increased lipid intake but compromised oxidative phosphorylation. Koliaki et al. [30] reported impaired mitochondrial biogenesis in livers of obese MASLD patients and suggested that loss of mitochondrial bioenergetic capacity facilitates MASLD progression to MASH; interestingly, oxidative damage was not noted prior to the development of MASH. Notably, PGC1α is also responsible for maintaining redox balance in tissues [31] and liver-specific PGC1α deletion exacerbates MASH phenotype in mice fed a Western diet [32]. This suggests that impaired mitochondrial biogenesis is crucial in MASLD initiation and progression to MASH in humans. NTS deletion likely improved redox homeostasis in liver, as shown by SIRM analysis, and reduced oxidative stress in livers of HFD-fed *Nts*^−/−^ mice (see Fig. 1H). Improved redox homeostasis also clarifies why *Ntsr1*^*−/−*^ hepatocytes were resistant to PA-induced oxidative damage (see Fig. 6E, F).

In MASLD, “metabolic inflexibility” of the adipose tissue is one of the primary factors leading to lipid overload conditions in the liver[18]. We found that NTS signaling likely encourages a similar state of metabolic deregulation in white adipose tissue by inversely affecting CD36 and PGC1α expression. It is noteworthy that CD36 is required for long chain FA mobilization in adipocytes [33], and increased CD36 expression was recently associated with white adipose tissue dysfunction and systemic inflammation in fasting obese individuals [34]. Interestingly, the low affinity NTS receptor, NTSR2 appears to be dominant in adipose tissue (~100-fold increase of NTSR2 mRNA expression compared with the expression of NTSR1 in white adipose tissue) (Fig. S2D,E). This suggests that the liver, which only expresses the high affinity receptor, NTSR1, would be more susceptible to metabolic fluctuations by peripheral NTS signaling. Accordingly, Li et al. [15] noted that significantly larger doses of NTS (micromolar concentrations) were required to exert its anti-thermogenic effect in brown adipose tissue.

Free FAs from adipose tissue and dietary sources are estimated to account for about 60% and 15% of liver triacylglycerols in MASLD patients, respectively, under postprandial conditions [35]. We suggest that overconsumption of dietary fat, and ensuing adiposity, stimulates excess NTS release, which promotes hepatic lipid uptake but reduces the bioenergetic capacity of hepatocytes (Fig. 7G). This results in impaired fat catabolism and steatosis. Importantly, we show a direct effect of NTS on steatosis development and suggest that the NTS/NTSR1 signaling axis represent a novel therapeutic target for MASLD. This supposition is corroborated by epidemiological data [10, 11] and findings by Wu et al. [36], who showed significant reduction in liver and body weight in HFD-fed mice when treated with a pro-NTS targeted monoclonal antibody.

### Limitations of the study

Adipose tissue–liver crosstalk plays a significant role in MASLD development. Given the well-established role of adipokines like leptin and adiponectin in MASLD development, we cannot exclude the possibility that either of these hormones was altered in the presence of NTS signaling. Specifically, the anorectic hormone leptin has been shown to modulate NTS secretion in rodent brain and to regulate feeding behavior [37]. However, despite these potential limitations, we believe that our findings provide evidence for NTS contributing a direct effect on the maladaptive lipid metabolism in the liver as noted with MASLD.

## Availability of data and materials

All relevant data are provided in the Results and Supplementary sections of the manuscript. Materials will be provided to other researchers upon reasonable request to the corresponding author (BME). RNAseq data is available through the Gene Expression Omnibus (NCBI NIH) under accession number GSE290723.

## Supplementary information

Supplemental Materials

Uncut Western Blots

# Supplementary material for: Neurotensin promotes hepatic steatosis by regulating lipid uptake and mitochondrial adaptation in hepatocytes
**Source:** Cell Death Dis. 2025 Apr 27;16(1):347. doi: 10.1038/s41419-025-07664-3
**Supplement:** Supplementary file 1 — Supplemental Materials

**Supplemental Materials**

[Methods 1](#_Toc195000666)

[Supplemental References 9](#_Toc195000667)

[Supplemental Figures 10](#_Toc195000668)

# Methods

***Materials.*** PGC1α (2178), phospho-p44/42 ERK/MAPK(Thr202/Tyr204) (4370), phospho-cJUN (3270), TOM20 (42406), histone H3 (4499) antibodies were from Cell Signaling Technology (Danvers, MA). OXPHOS rodent antibody cocktail (45-8099) was purchased from ThermoFisher Scientific (Waltham, MA). CD36 (NB400-144) antibody was from Novus Biologicals (Centennial, CO). PGC1 (AB3242) antibody was from Millipore (Burlington, MA). BODIPY FL (D2184), BODIPY FL-C16 (D3821) and Hoechst 33342 (H1399) dyes were from ThermoFisher Scientific. PD98059 was from Selleck Chemicals (Houston, TX). SR48692 was from Tocris (Minneapolis, MN). NTS and Liberase (5401020001) were from Sigma-Aldrich (St. Louis, MO). HepG2 and THLE-2 cells were purchased from ATCC (Manassas, VA) and cultured in Minimal Essential Media (GIBCO, 110985-080) with 10% FBS + 1% Penicillin/Streptomycin (for HepG2) and Bronchial epithelial growth media (Lonza, CC-3170) with 5 ng/ml epidermal growth factor, 70 ng/ml phosphoethanolamine, 10% FBS and 1% Penicillin/Streptomycin (for THLE-2), according to ATCC recommendations.

***Plasmids and shRNA.*** PGC1α promoter 2kb luciferase (plasmid #8887) and pcDNA 3.1 Flag-PGC1-α1 (plasmid #45501) were obtained from Addgene (Watertown, MA)^1^, and were transfected into HepG2 cells using Lipofectamine 3000 reagent (ThermoFisher Scientific). PGC1α and NTSR1 expression in HepG2 and THLE2 cells were knocked down using shRNA; RCN0000357674 for NTSR1 and TRCN0000001168 for PGC1α (Sigma-Aldrich). Protein overexpression and knockdown were verified by qPCR. PGC1α promoter activity was measured 6 h after NTS treatment using Dual Glo Luciferase Assay (Promega, E2920).CD36 expression in isolated mouse hepatocytes(C57/BL6) was transiently knocked down using two lentiviral shRNA; TRCN0000066520 and TRCN0000066522 from Sigma-Aldrich. A non-targeted control vector (shC016VN) was used as a transfection control. Briefly, hepatocytes plated on coverslips were transfected with non-targeted control or CD36 knockdown lentiviral shRNA for 16 h, allowed to recover for 24h and then utilized for lipid uptake assay. CD36 knockdown was verified by qPCR.

***Mice.*** All protocols were performed according to ethical guidelines of the Institutional Animal Care and Use Committee at the University of Kentucky. *Nts^+/+^* and *Nts*^‑/‑^ (whole body) mice ^2^ were bred from *Nts^+/-^* mice and maintained in 14 h light/10 h dark cycle with ad libitum access to food and water. *Ntsr1^+/+^* and *Ntsr1*^‑/‑^ (whole body) were bred from heterozygous B6.129P2-*Ntsr1* tmDgen/J mice (The Jackson Laboratory, Bar Harbor, MI) and housed similarly. *Ntsr3^+/+^* and *Ntsr3^‑/‑^* mice (whole body; Taconic Biosciences, Cambridge City, IN) ^3^ were bred and housed similarly. Mice were placed on low-fat diet (LFD; 10% kCal from fat, 70% kCal from carbohydrate, 20% kCal from protein containing 0.0018% cholesterol (w/w); D12450B, Research Diets, New Brunswick, NJ), HFD (60% kCal from fat, 20% kCal from carbohydrate, 20% kCal from protein containing 0.03% cholesterol (w/w); D12492, Research Diets), or normal chow diet at weaning. Age- and sex-matched littermates were used for all studies. In addition, male C57/BL6 mice (The Jackson Laboratory) fed normal chow were used for hepatocyte isolation and some mechanistic studies.

***Hepatocyte isolation.*** Primary hepatocytes were isolated by a two-step collagenase perfusion technique ^4^. Briefly, mice were anesthetized with ketamine/xylazine and livers were perfused by retrograde perfusion into the vena cava. Following Liberase digestion and Percoll (15–40%) gradient centrifugation, viable hepatocytes were plated on collagen-coated dishes at 80% confluency for 3 h in DMEM + 10% FBS + 1% penicillin/streptomycin (plating) media and then in William’s E media + 2 mM glutamine + 1% penicillin/streptomycin (maintenance media). All experiments were performed within 48 h of isolation, except for lipid utilization assays and CD36 knockdown assays which required 72 h.

***Mitochondrial fractionation.*** Cytosolic/mitochondrial fractionation was performed by the sucrose density gradient method ^5^. Briefly, hepatocytes were washed with PBS, homogenized in sucrose buffer and centrifuged at 1000 g for 10 min at 4°C to remove cell debris and nuclei. Supernatants were then centrifuged at 13000 g for 20 min to separate cytosolic (supernatant) and mitochondrial (pellet) fractions. TOM20 was used as a mitochondrial marker, whereas actin or tubulin was used as a cytoplasmic marker.

***Mito stress test.*** Mito stress test was performed using Seahorse XF96 extracellular flux analyzer. Briefly, 5000 hepatocytes were plated on collagen-coated XF96-well plates, and at indicated timepoints, oligomycin (1 µM), FCCP (1 µM) or rotenone + antimycin A (0.5 µM) was added. Oxygen consumption rate (OCR) measurements were normalized to cell count. For THLE2, 10000 cells/well were tested with similar drug concentrations. For HepG2, 15000 cells/well were plated and oligomycin (1.5 µM), FCCP (1 µM) or rotenone + antimycin A (1 µM) was used for mito stress test. Data were quantified from 2–5 independent experiments and at least 5 wells/group.

***Lipid utilization assays.*** Isolated hepatocytes in dark 96-well plates (8000 cells/well) were incubated with palmitic acid (PA) for 24 h. Cells were washed extensively and incubated in lipid-free media for another 24 h. Unmetabolized lipids were measured by BODIPY staining (neutral and nonpolar lipid stain) and counterstaining with Hoechst 33342 (nuclear stain). Fluorescence intensity of BODIPY was measured by spectrophotometer (Varioskan LUX microplate reader) and normalized to Hoechst as described previously ^5^. Hepatocytes plated on coverslips were treated similarly for immunofluorescence staining with BODIPY (neutral lipid stain) and Hoechst.

***Bioinformatics.*** Normalized whole-transcriptomic profiling array data were downloaded from the EMBL-EBI database ^6^. Disease stages 3, 4, 5 were combined into a single group to account for the relatively small samples in these groups. ANOVA with post-hoc Tukey’s HSD test was applied to the log2-transformed expressions of the gene of interest, *PPARGC1A*, to test the difference among the four disease stages (0, 1, 2 and 3/4/5). Data processing and analyses were performed using R (v. 4.0.0).

***Human samples.*** Fresh-frozen human liver samples (100 mg) were obtained from the Liver Center Biorepository at the University of Kansas Medical Center. Samples were obtained from rejected donor organs, and disease status (normal, MASLD, MASH) was determined histologically from H&E-stained sections. Liver samples were ground in liquid nitrogen for protein and RNA extraction.

***Statistical analyses.*** Descriptive statistics (mean and standard deviation) and bar graphs were generated to summarize biological and molecular markers for each genotype, diet and other experimental parameters. One-way ANOVA for multiple groups or multiple doses, or two-way ANOVA with interaction for genotype and diet experiments was utilized. Pairwise comparisons between groups were performed within the ANOVA models with adjustment for multiple testing using the Holm’s p-value adjustment. Linear mixed models were employed to model repeat measurements over time in Seahorse, Mito stress and other experiments. Two-sample *t*-tests were employed for two-group experiments. Assessment of normality assumptions and model fit were performed and appropriate data transformations or model fit adjustments were utilized. Statistical analyses were performed using SAS 9.4.

***GSH:GSSG ELISA.*** For measurement of oxidative stress, reduced (GSH) vs oxidized (GSSG) glutathione levels were assessed from snap frozen liver tissue using GSH/GSSG ratio detection kit II (Fluorometric) from Abcam (ab205811; Cambridge, United Kingdom) using the manufacturer’s recommended protocol. Data were normalized to protein concentration measured using Bradford assay.

***RNAseq analyses and gene set enrichment analyses.*** Total RNA was extracted from snap frozen liver tissues and RNAseq and gene set enrichment analyses were performed as previously described ^7^.

***Histology.*** Livers were fixed in 10% neutral-buffered formalin, embedded in paraffin, sectioned and H&E staining was performed. Evaluation of steatosis and NAS (NAFLD activity score) was performed by a pathologist blinded to treatment conditions and subsequently scored according to the NASH Clinical Research Network Scoring System as described by Kleiner et al. ^8^

***Western blot.*** Protein was extracted from snap frozen liver tissues or cells with RIPA buffer, and an equal volume of protein was separated in 4–12% NuPAGE Bis Tris gels (ThermoFisher Scientific), and western blots were performed as described by Xiong et al. ^5^.

***Real time PCR.*** Total RNA was isolated from snap frozen liver tissues or cells using the RNeasy Mini kit (Qiagen, Germantown, MD). Based upon purity, RNA from 4 mouse livers/genotype were used for cDNA synthesis and real-time PCR reactions were performed using mouse specific primers as described previously ^9^. Similar protocol was used for human primers. Primer sequences used in this study are shown in Table S1. All values were normalized to β-actin. Hierarchical clustering of gene expression change was made using Heatmapper software. RNeasy lipid tissue minikit (Qiagen #74804) was used for RNA isolation from snap frozen adipose tissues and RNA from 4 mouse adipose tissue were used for cDNA synthesis and real-time PCR as described above.

**Table S1. qPCR primers.**

## TaqMan Primers

| Gene | Species | TaqMan Probe | Company |
| --- | --- | --- | --- |
| PPARA | Mouse | Mm00440939_m1 | ThermoFisher Scientific |
| PPARGC1A | Mouse | Mm01208835_m1 | ThermoFisher Scientific |
| NRF1 | Mouse | Mm01135606_m1 | ThermoFisher Scientific |
| TFAM | Mouse | Mm00447485_m1 | ThermoFisher Scientific |
| FFAR1 | Mouse | Mm00809442_s1 | ThermoFisher Scientific |
| FFAR2 | Mouse | Mm02620654_s1 | ThermoFisher Scientific |
| FABP1 | Mouse | Mm00444340_m1 | ThermoFisher Scientific |
| FABP2 | Mouse | Mm00433188_m1 | ThermoFisher Scientific |
| IL1B | Mouse | Mm00434228_m1 | ThermoFisher Scientific |
| IFNG | Mouse | Mm01168134_m1 | ThermoFisher Scientific |
| IL6 | Mouse | Mm00446190_m1 | ThermoFisher Scientific |
| HNF4A | Mouse | Mm01247712_m1 | ThermoFisher Scientific |
| ACTB | Mouse | Mm02619580_g1 | ThermoFisher Scientific |
| PPARGC1A | Human | Hs00173304_m1 | ThermoFisher Scientific |
| CD36 | Human | Hs00169627_m1 | ThermoFisher Scientific |
| ACTB | Human | Hs01060665_g1 | ThermoFisher Scientific |

***SYBR Green Primers***

| Gene | Species | | Forward Primer (5’ – 3’) | Reverse Primer (5’ – 3’) |
| --- | --- | --- | --- | --- |
| ACADM | Mouse | | AACACTTACTATGCCTCGATTGCA | CCATAGCCTCCGAAAATCTGAA |
| ACADL | Mouse | | TTTCCTCGGAGCATGACATTTT | GCCAGCTTTTTCCCAGACCT |
| HADHA | Mouse | | TGCATTTGCCGCAGCTTTAC | GTTGGCCCAGATTTCGTTCA |
| COX6C | Mouse | | GCGTCTGCGGGTTCATATTG | TCTGCATACGCCTTCTTTCTTG |
| COX7A2 | Mouse | | GCTGGCCCTTCGTCAGATT | GGCATCCCATTATCCTCCTGAA |
| COX7C | Mouse | | ATGTTGGGCCAGAGTATCCG | ACCCAGATCCAAAGTACACGG |
| CYC1 | Mouse | | CAGCTTCCATTGCGGACAC | GGCACTCACGGCAGAATGAA |
| NDUFA1 | Mouse | | ATGTGGTTCGAGATTCTCCCC | CCTGTGGATGTACGCAGTAGC |
| NDUFA9 | Mouse | | GATTGTGGCCACTGTGTTTGG | CTCCAGCTTCCTTGGACAGT |
| NDUFS6 | Mouse | | TTCGGTTTGTAGGTCGTCAGA | CCATCGCACGCTATCACCC |
| NDUFC1 | Mouse | | GTAGTGCTGCGCTCGTTTTC | CCAACCAGTTAGGTTTGGCAT |
| NDUFA3 | Mouse | | ATGGCCGGGAGAATCTCTG | AGGGGCTAATCATGGGCATAAT |
| SDHA | Mouse | | GCGGTGGTCACCTTGATCC | CCTCTGTAGAAGCGTCTGAATG |
| SDHC | Mouse | | CTGTTGCTGAGACACGTTGGT | ACAGAGGACGGTTTGAACCTA |
| SURF1 | Mouse | | AAGCGGAAGATGACTCCTTTCT | TTCACTGGCCTATACTCCAGATT |
| URCRB | Mouse | | GGCCGATCTGCTGTTTCAG | CATCTCGCATTAACCCCAGTT |
| UQCRH | Mouse | | GTGGACCCCCTAACAACAGTG | CGGGAAGACACGCGATTATCA |
| UQCRC1 | Mouse | | GTTAGCCTGCTGGACAACG | CTTGATGTAGTAAGCTGTGTGC |
| NTSR1  NTSR2 | Mouse  Mouse | | TGGCTACTATTTCCTGCGAGA  TTCACCGCGCTCTATTCGC | TGCGGGACATGAGGGTCTT  AGGGGTAGTGGGACCACAC |
| PPARGC1B | Mouse | | CTTGGCTGCGCTTACGAAGA | GAAAGCTCGTCCACGTCAGAC |
| ATP5O | Mouse | | TCTCGACAGGTTCGGAGCTT | AGAGTACAGGGCGGTTGCATA |
| ATP5F1 | Mouse | | AGTTCCTTTACCCTAAGACTGGT | TTCATGCTCGACTGCTTTACTT |
| ACTB  NTSR1  NTSR2  NTSR3 | Mouse  Human  Human  Human | | GGACGACATGGAGAAAATCTGGCA  GTGGTCATCGCCTTTGTGGT  GCGCTCTACGCACTCATCTG  GAAGTCGTGGAGGAAGAATCTTT | GTAGATGGGCACAGTGTGGGTG  GAACGGAGTCCACTGCTCAT  GTGGAACCACACGAAGCTGTA  TGGTGTTGTCTGATCCCCATT |
| ***ChIP Mouse Primers (SYBR Green)*** | | | | |
| FWD (5’ – 3’) | | TGCTATCAGCTGTGTATGGGT | | |
| REV (5’ – 3’) | | GCACTGCTCTGACTAGGCAA | | |

***Immunostaining.*** For PGC1α localization, hepatocytes were plated on collagen-coated coverslips and fixed with 4% paraformaldehyde/PBS after either NTS or PA treatment. Following blocking and permeabilization, cells were immunostained with PGC1α antibody (Cell Signaling Technology, 2178), AMPKɑ2 antibody (Santa Cruz, sc-19391), anti-rabbit Alexa Fluor 488 secondary antibody (ThermoFisher Scientific, 11008) and anti-goat Alexa Fluor 594 antibody (ThermoFisher Scientific, ab150132). Hoechst 33342 was used to stain nuclei. CD36 immunostaining (ab23680) was performed in a similar manner after fixation with ice cold methanol. Confocal images were obtained using an Olympus FV1000 microscope fitted with a camera. Data were analyzed using ImageJ Fiji software (NIH) and raw values were normalized to Hoechst staining. Formalin-fixed liver sections were blocked (10% donkey serum + 1% BSA), immunostained with anti-PGC1 (Millipore, ab3242) and β-catenin (Santa Cruz, sc-1496), respectively, after deparaffinization and antigen retrieval (citrate buffer) steps. Sections were then counterstained with anti-rabbit Alexa Fluor 594, anti-goat Alexa Fluor 488 antibodies and Hoechst (nuclear stain). Slides were washed with 10 mM CuSO_4_ and 50 mM NH_4_Cl solution to reduce autofluorescence and confocal images were taken after mounting with Prolong Gold Antifade reagent. PGC1 nuclear or cytoplasmic distribution in liver sections was analyzed by Cyt/Nuc macro in ImageJ and fluorescence intensity was normalized to respective nuclear or cytoplasmic areas from 4 images.

***JC-1 staining.*** Mitochondrial membrane potential was measured by a JC-1 membrane potential assay kit (Abcam, ab113850) in a 96-well plate format using the manufacturer’s recommended protocol.

***Cytosolic and nuclear-chromatin fractionation and immunoprecipitation.*** NE-PER nuclear and cytoplasmic extraction kit (ThermoFisher, #78833) were used for fractionation of hepatocytes and fresh liver. Chromatin pellet was homogenized with a probe sonicator (4 min) to extract chromatin-bound proteins. Tubulin was used as cytosolic marker and histone H3 expression was used as nuclear and chromatin fraction marker. Livers were collected from mice after cervical dislocation, homogenized and nuclear fractions were isolated by NE-PER kit. Nuclear fractions were further sonicated with a probe sonicator (4 min) and resulting nuclear and chromatin proteins were immunoprecipitated with PGC1 antibody (1:100 dilution, Millipore, ab3242) overnight. Next day, antibody was pulled down with protein A/G agarose resin for 4 h and then immunoprecipitated proteins were resolved by western blot for detection of AMPK-specific phosphorylation using antibody (Cell Signaling, #5759). Blots were further probed for total PGC1α (Cell Signaling, #2178).

***CHIP assay.*** Hepatocytes were plated in two 10 cc dishes, treated and then crosslinked with formaldehyde for 10 min, quenched with glycine and lysed in CHIP lysis buffer according to X-CHIP protocol (Abcam). Proteins were precipitated (16 h) from sonicated chromatin using pcJUN73 antibody (Cell Signaling, #3270), rabbit IgG control antibody (Cell Signaling, #2729) or histone H3 antibody (Cell Signaling, #4620) at 1:50 ratio. Antibodies were precipitated with protein A/G agarose resin, washed extensively, reverse crosslinked with RNase A and proteinase K enzymes in elution buffer (1% SDS, 100 mM NaHCO_3_). After purification, bound DNA fragments were analyzed by qPCR using primers spanning the entire promoter region (+100 to –1500 bp). Primers were designed from University of California Santa Cruz genome browser (genome.ucsc.edu) using the mouse genomic DNA sequence (GRCm39/mm39) as reference.

***Flow cytometry.*** Hepatocytes were treated overnight with or without NTS (10 nM), and then 100 µM PA for 3 h. Cells were washed extensively and labeled with MitoSOX Red (1 µM) in warm media for 30 min in cell culture incubator. Cells were then washed extensively and MitoSOX uptake was measured within 1 h (BD FACSymphony A3 Cell Analyzer) using the BB630 channel.

***FAO assay.*** Octanoate β oxidation assay was performed in liver tissues using the fatty acid oxidation assay kit (Biomedical Research Service, University of Buffalo, Buffalo, NY, E-141) according to the manufacturer’s recommendation. Palmitate oxidation assay (Seahorse XF96) was performed using 200 µM PA, 4 µM etomoxir or BSA (control) in the presence of oligomycin (1 µM), FCCP (1 µM) or rotenone + antimycin A (0.5 µM) according to the manufacturer’s recommended protocol. Data were normalized to protein concentration.

***BODIPY-C16 uptake.*** Hepatocytes were plated on collagen-coated coverslips and pretreated with NTS for 1 h. Next, BODIPY-C16 (1 µM) was added directly to the media; at indicated timepoints, coverslips were washed and fixed with 4% paraformaldehyde in PBS. Coverslips were stained with Hoechst and mounted using Prolong Gold anti-fade reagent (ThermoFisher Scientific). Images were obtained using FV1000 Olympus confocal microscope using 20 × or 40 × (oil) objective. Data were quantified by ImageJ Fiji software (NIH) and normalized to Hoechst staining.

***Metabolomics.*** Analysis of Krebs cycle activity in hepatocytes via 1D HSQC NMR was performed using ^13^C_6_-Glucose as tracer as previously described ^10^.

# Supplemental References

1. Handschin C, Rhee J, Lin J, Tarr PT, Spiegelman BM. An autoregulatory loop controls peroxisome proliferator-activated receptor gamma coactivator 1alpha expression in muscle. *Proc Natl Acad Sci U S A* 2003, **100**(12)**:** 7111-7116.

2. Dobner PR, Fadel J, Deitemeyer N, Carraway RE, Deutch AY. Neurotensin-deficient mice show altered responses to antipsychotic drugs. *Proc Natl Acad Sci U S A* 2001, **98**(14)**:** 8048-8053.

3. Li J, Wang Y, Matye DJ, Chavan H, Krishnamurthy P, Li F*, et al.* Sortilin 1 Modulates Hepatic Cholesterol Lipotoxicity in Mice via Functional Interaction with Liver Carboxylesterase 1. *J Biol Chem* 2017, **292**(1)**:** 146-160.

4. Charni-Natan M, Goldstein I. Protocol for Primary Mouse Hepatocyte Isolation. *STAR Protoc* 2020, **1**(2)**:** 100086.

5. Xiong X, Hasani S, Young LEA, Rivas DR, Skaggs AT, Martinez R*, et al.* Activation of Drp1 promotes fatty acids-induced metabolic reprograming to potentiate Wnt signaling in colon cancer. *Cell Death Differ* 2022, **29**(10)**:** 1913-1927.

6. Hoyles L, Fernandez-Real JM, Federici M, Serino M, Abbott J, Charpentier J*, et al.* Molecular phenomics and metagenomics of hepatic steatosis in non-diabetic obese women. *Nat Med* 2018, **24**(7)**:** 1070-1080.

7. Rock SA, Jiang K, Wu Y, Liu Y, Li J, Weiss HL*, et al.* Neurotensin Regulates Proliferation and Stem Cell Function in the Small Intestine in a Nutrient-Dependent Manner. *Cell Mol Gastroenterol Hepatol* 2022, **13**(2)**:** 501-516.

8. Kleiner DE, Brunt EM, Van Natta M, Behling C, Contos MJ, Cummings OW*, et al.* Design and validation of a histological scoring system for nonalcoholic fatty liver disease. *Hepatology* 2005, **41**(6)**:** 1313-1321.

9. Li J, Song J, Zaytseva YY, Liu Y, Rychahou P, Jiang K*, et al.* An obligatory role for neurotensin in high-fat-diet-induced obesity. *Nature* 2016, **533**(7603)**:** 411-415.

10. Reyes-Caballero H, Rao X, Sun Q, Warmoes MO, Lin P, Sussan TE*, et al.* Air pollution-derived particulate matter dysregulates hepatic Krebs cycle, glucose and lipid metabolism in mice. *Sci Rep* 2019, **9**(1)**:** 17423.

# Supplemental Figures

**
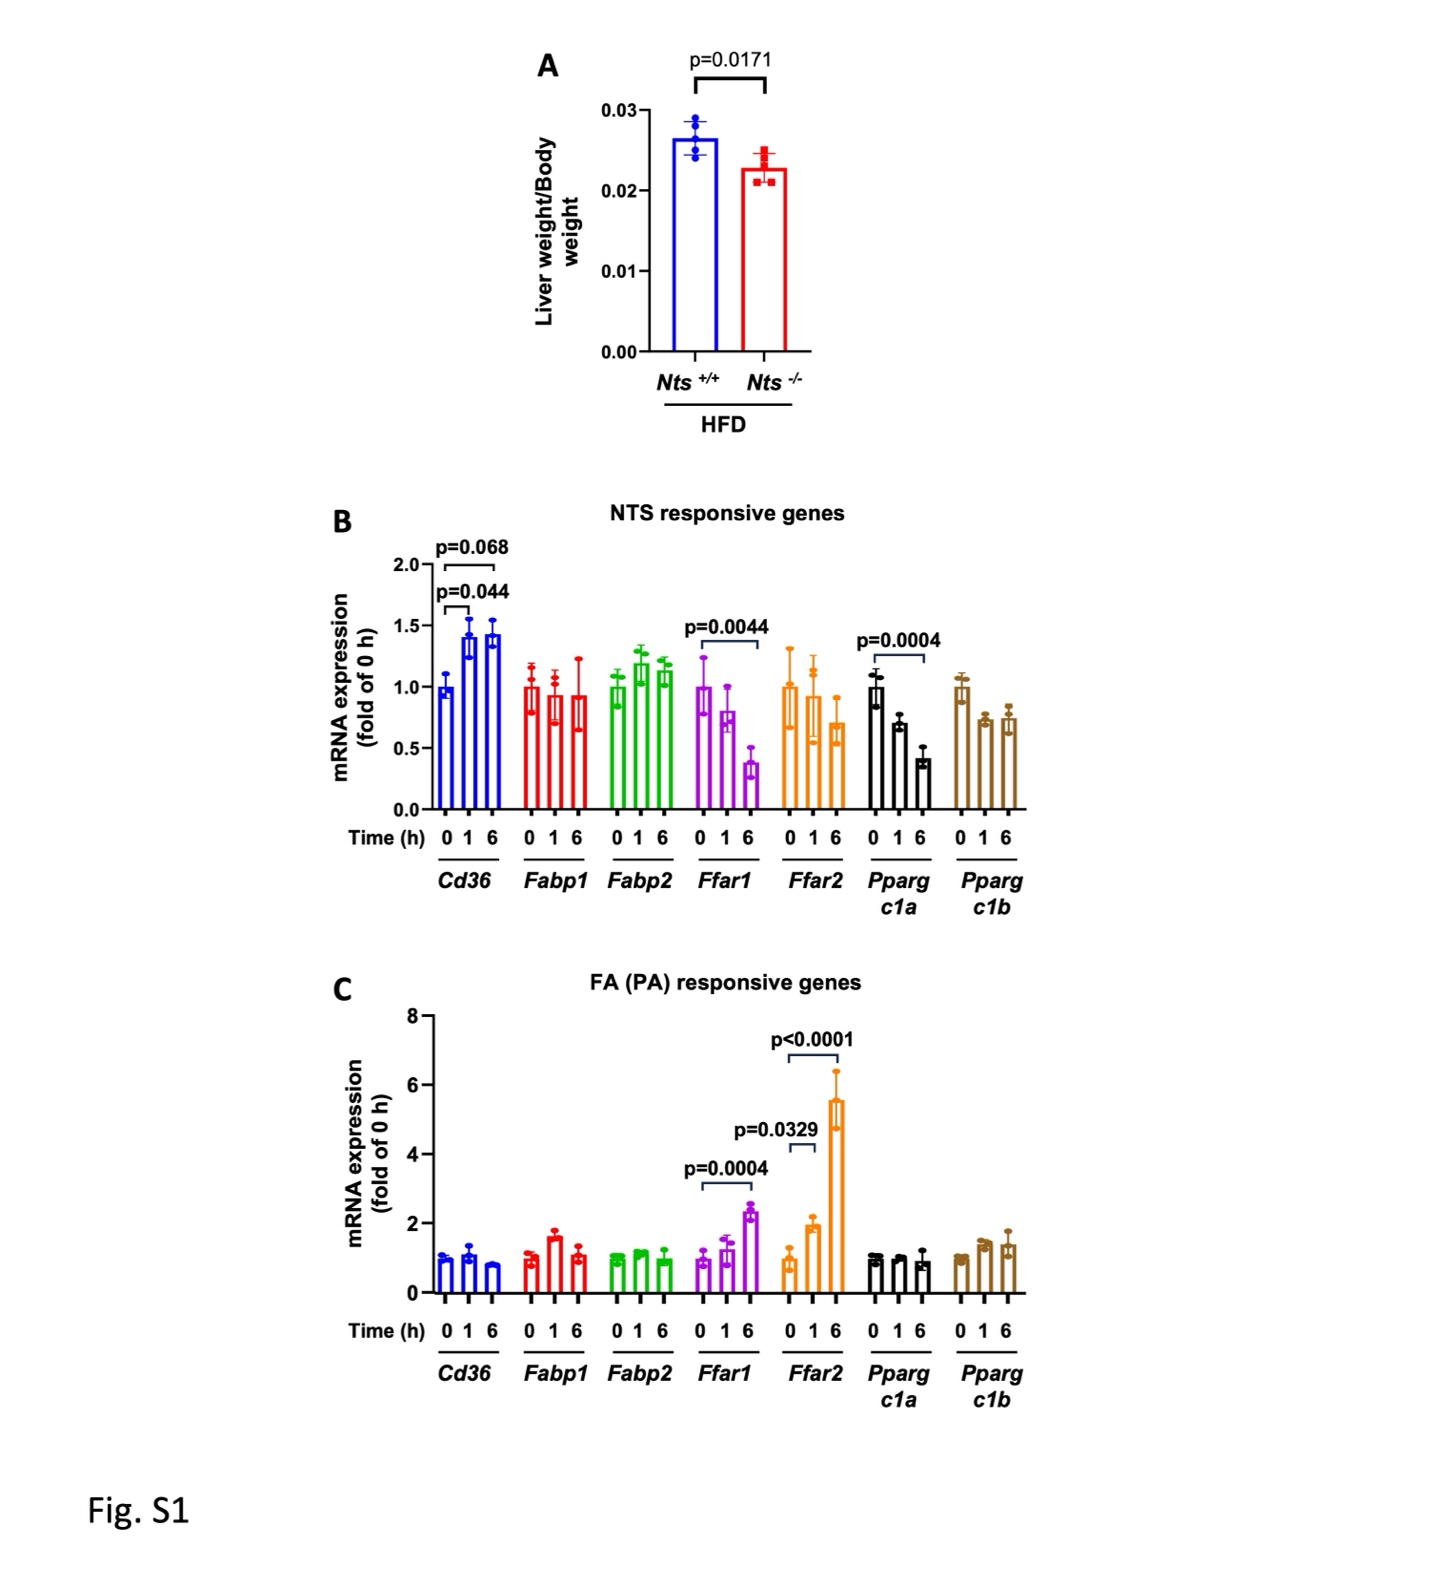
**

**Figure S1. NTS promotes MASLD by regulating CD36 and PGC1α transcription. (A)** Liver weight to body weight ratio of livers from *Nts^+/+^* and *Nts*^‑/‑^ female mice fed HFD for 28 wks. **(B)** Time course of NTS-induced gene expression (qPCR) in isolated mouse hepatocytes; mRNA expression was normalized to β-actin. N = 3 independent experiments. **(C)** Time course of PA-induced gene expression (qPCR) in hepatocytes; mRNA expression was normalized to β-actin. N = 3 independent experiments. Data are expressed as mean ± SD, and p ≤ 0.05 is considered as significant.

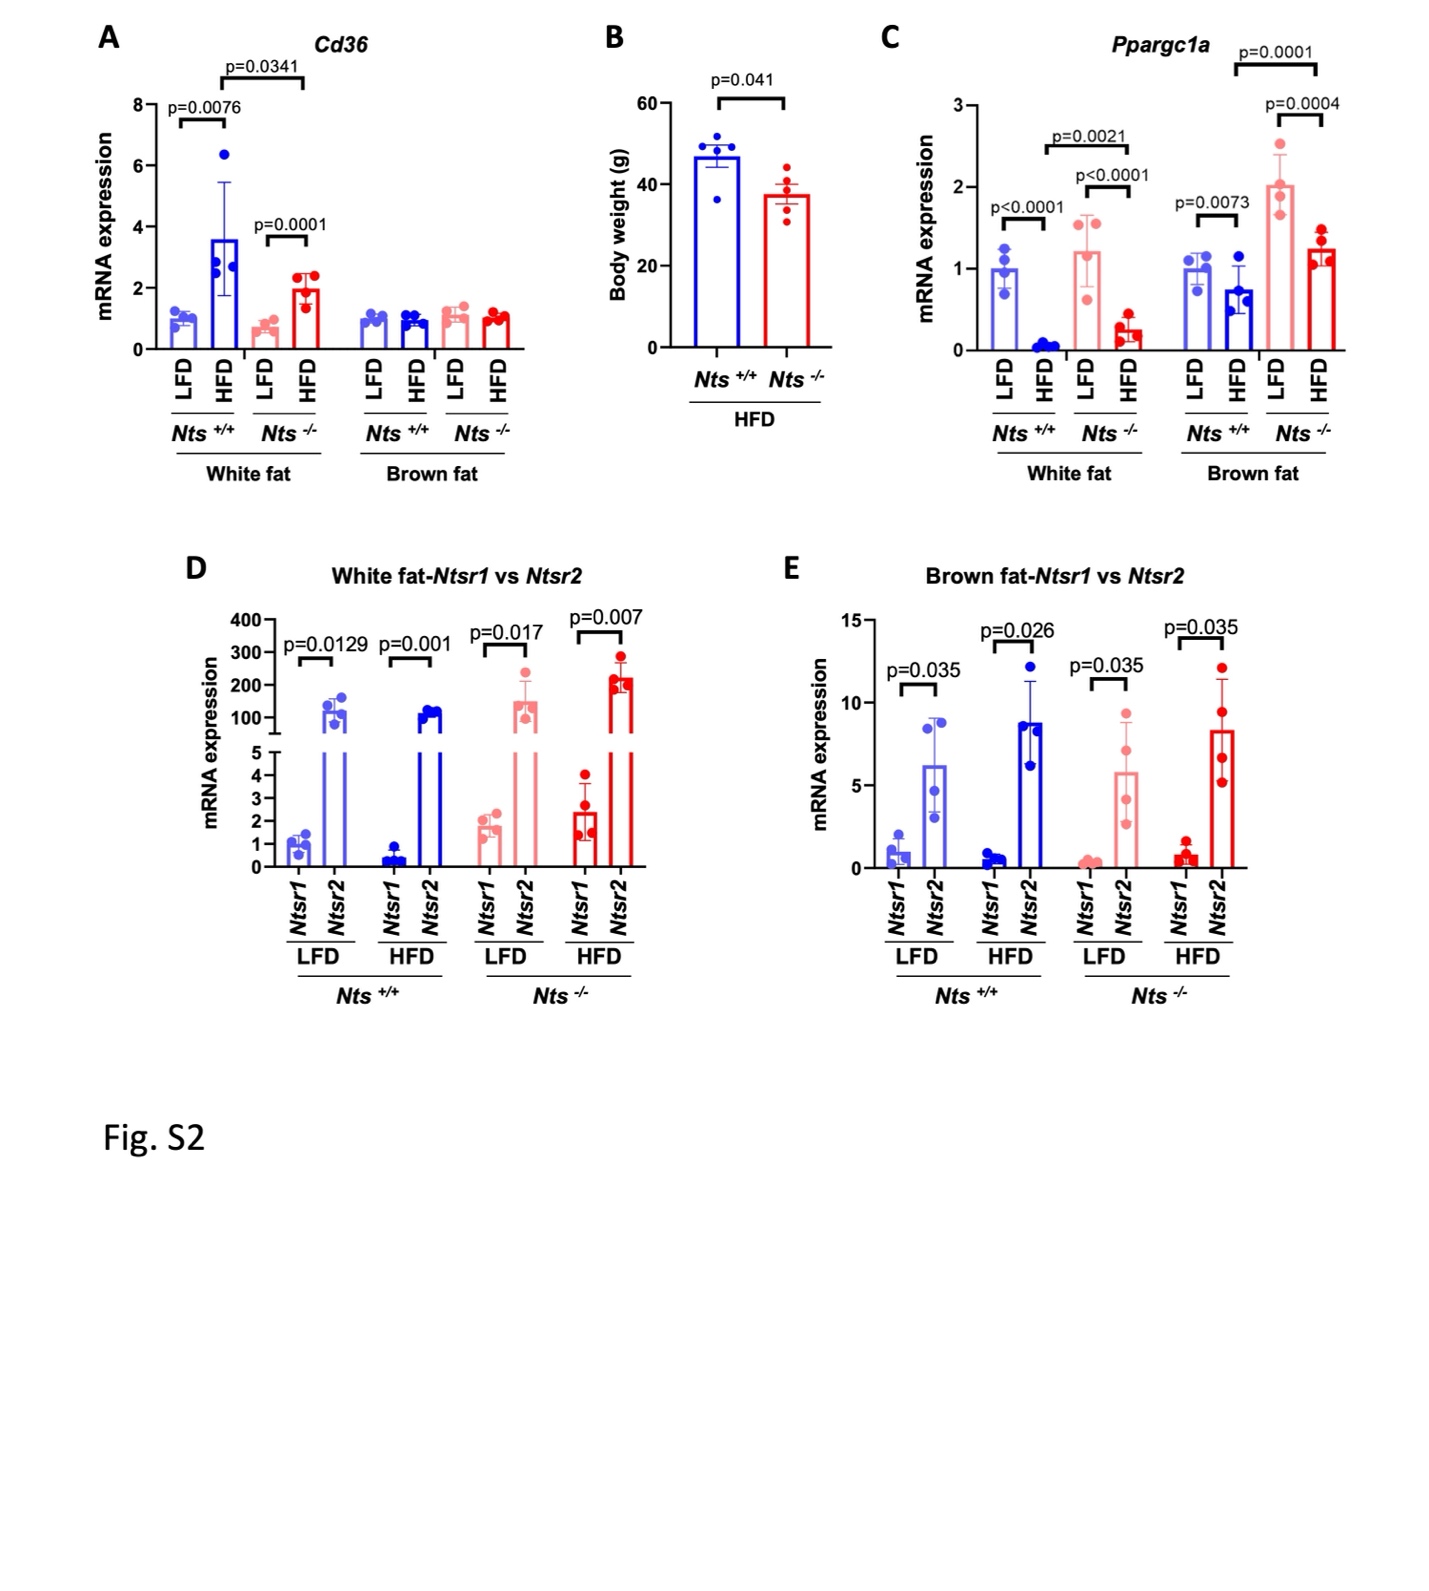

**Figure S2. Effect of NTS signaling on adipose tissue.** **(A)** CD36 gene expression (qPCR) in white adipose tissue (epididymal) and brown adipose tissue from 28 wks LFD or HFD fed *Nts^+/+^* and *Nts^-/-^* mice (female). Data was normalized to β-actin. N=4 mice/group. **(B)** Comparison of body weight in mice fed HFD for 28 wks as in (A). N=5 mice/group. **(C)** PGC1α gene expression(qPCR) in same group of mice as in (A). Data was normalized to β-actin **(D)&(E)** Comparison of NTSR1 vs NTSR2 expression in white and brown fat in same group of mice as in (A), normalized to β-actin. N=4 mice/group. Data are expressed as mean ± SD, and p ≤ 0.05 is considered as significant.

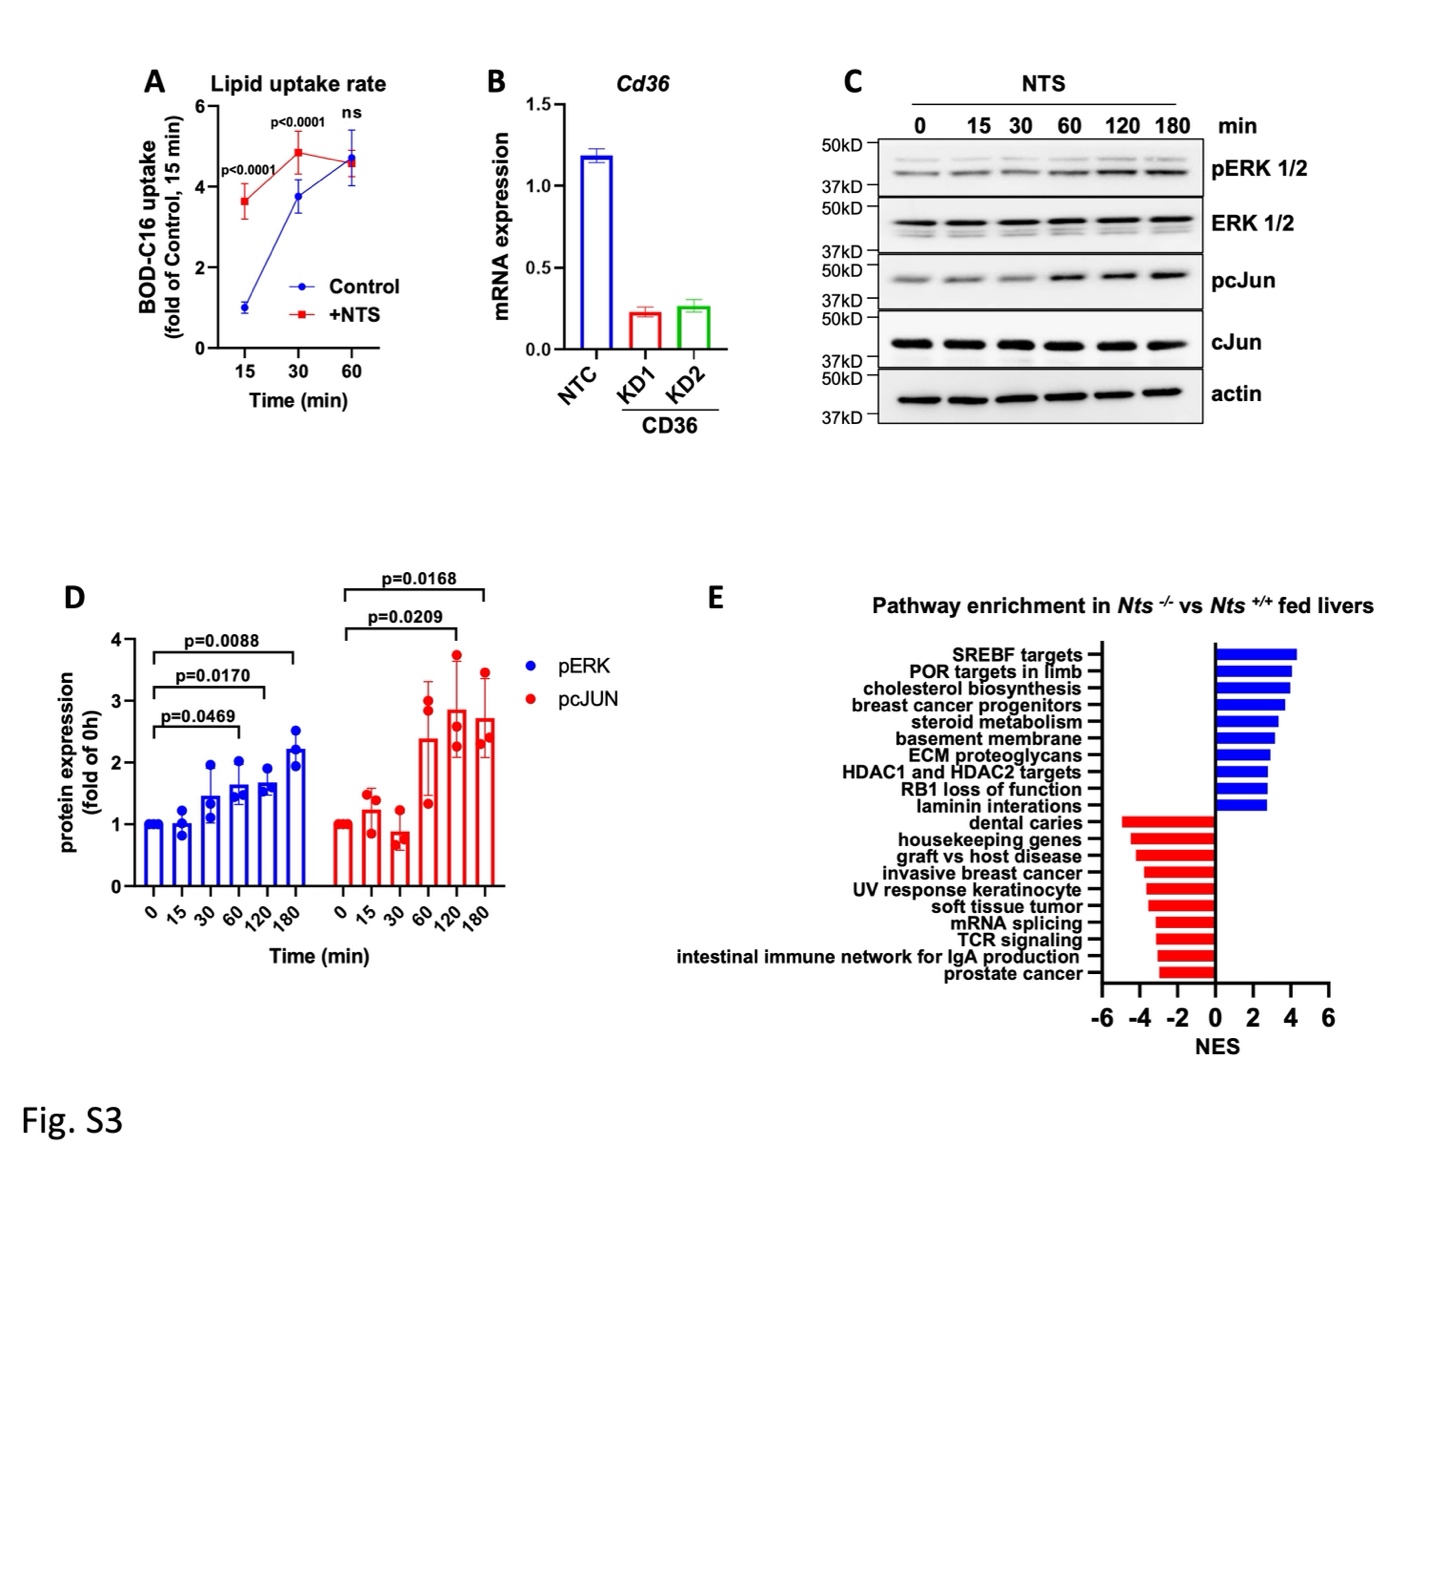

**Figure S3.** **Effect of NTS signaling on lipid uptake and metabolism. (A)** Time-dependent BODIPY-C16 uptake in hepatocytes isolated from WT mice in the absence or presence of NTS (10 nM, 1 h). Data were analyzed by ImageJ and normalized to Hoechst (nuclear stain); N = 6 fields (each containing 20–30 cells). **(B)** CD36 expression was transiently knocked down in hepatocytes isolated from 2 mice (C57/BL6) using lentiviral shRNA**.** Efficiency of knockdown using two different shRNA (KD1 and KD2) was verified by qPCR and normalized against β-actin. NTC= non-targeted control transfected hepatocytes, KD1 and KD2= CD36 knockdown hepatocytes. **(C)** Representative western blots showing the effect of NTS stimulation on ERK signaling pathways. **(D)** Densitometric quantification of pERK and pcJUN expression over a time course following NTS treatment; N = 3 independent experiments. **(E)** Pathway enrichment analysis (RNAseq) of livers from female *Nts*^‑/‑^ or *Nts^+/+^* mice under normal chow fed conditions; NES=Normalized Enrichment Score. N = 3 mice/group. Data are expressed as mean ± SD, and p ≤ 0.05 is considered as significant.

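For the RNAseq of fed livers, 132 Reactome sets passed an adjusted *p* of 0.05 in fgsea, 15 higher and 117 lower in the libraries labelled *Nts*-/-. The count rested on mouse 277, without which it was 58, and on mouse 303, without which it was 60. Cholesterol biosynthesis (22 genes) had a normalized enrichment score of 3.55, ECM proteoglycans (44 genes) 2.58 and laminin interactions (24 genes) 2.40. The score was −2.66 for mRNA splicing (114 genes). These 4 sets had an adjusted *p* of 0.00181. ECM proteoglycans and laminin interactions did not pass without mouse 323 (1.38 and 1.39, adjusted *p* = 0.370 and 0.342 from fgsea) or mouse 277 (1.71 and 1.69, adjusted *p* = 0.137 and 0.159 from fgsea). Splicing did not pass without mouse 277 (−1.02, adjusted *p* = 0.684 from fgsea), ranked by fold change (−1.87, adjusted *p* = 0.0563 from fgsea) or in camera (adjusted *p* = 0.053). TCR signaling (50 genes) had a score of −1.32 (adjusted *p* = 0.366 from fgsea). The citric acid cycle and respiratory electron transport had a score of −2.54 (adjusted *p* = 0.00328 from fgsea). It was 0.563 (adjusted *p* = 0.992) without mouse 277, −1.59 (adjusted *p* = 0.188) in fgsea after removal of the length trend, and −4.40 without mouse 319. Respiratory electron transport and ATP synthesis had −3.16, and −0.792 (adjusted *p* = 0.908) without mouse 277, −1.89 with a weighted running sum and −4.81 without mouse 319.

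A list of 20 genes of cholesterol biosynthesis had a mean log2 fold change of 0.64 in fed livers, with 18 genes higher in the libraries labelled *Nts*-/-. The adjusted *p* was 3.4e-10 from camera and 0.478 from fry. Over the 6 fits that each left out 1 mouse, the mean was between 0.40 (without mouse 303) and 0.88. The score per mouse was 1.41 ± 0.549 (SD, n = 3) against 0.813 ± 0.225 (SD, n = 3) in the libraries labelled *Nts*+/+, and the groups overlapped (two-sided exact permutation test, *p* = 0.3). Adjusted over the list alone, 6 of the 20 genes passed 0.05, and 0 did over all genes tested, with 11 at an unadjusted *p* under 0.05. The gene with the smallest *p* was *Lss* (ENSMUSG00000033105, chromosome 10 from 76531588 to 76557138), with 112 ± 38.7 TMM-normalized CPM (SD, n = 3) against 58.1 ± 10.6 (SD, n = 3). Its log2 fold change was 0.94 (standard error 0.22, edgeR adjusted *p* = 0.709), and its adjusted *p* was 0.0223 without mouse 319. In fasted livers the list had a mean of −0.12 (adjusted *p* = 0.171 from camera), which was −0.21 (adjusted *p* = 0.0126) without mouse 322 and −0.20 (adjusted *p* = 0.0473) without mouse 295. The difference between fasted and fed livers was −0.77 (adjusted *p* = 4.6e-09 from camera and 0.295 from fry).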

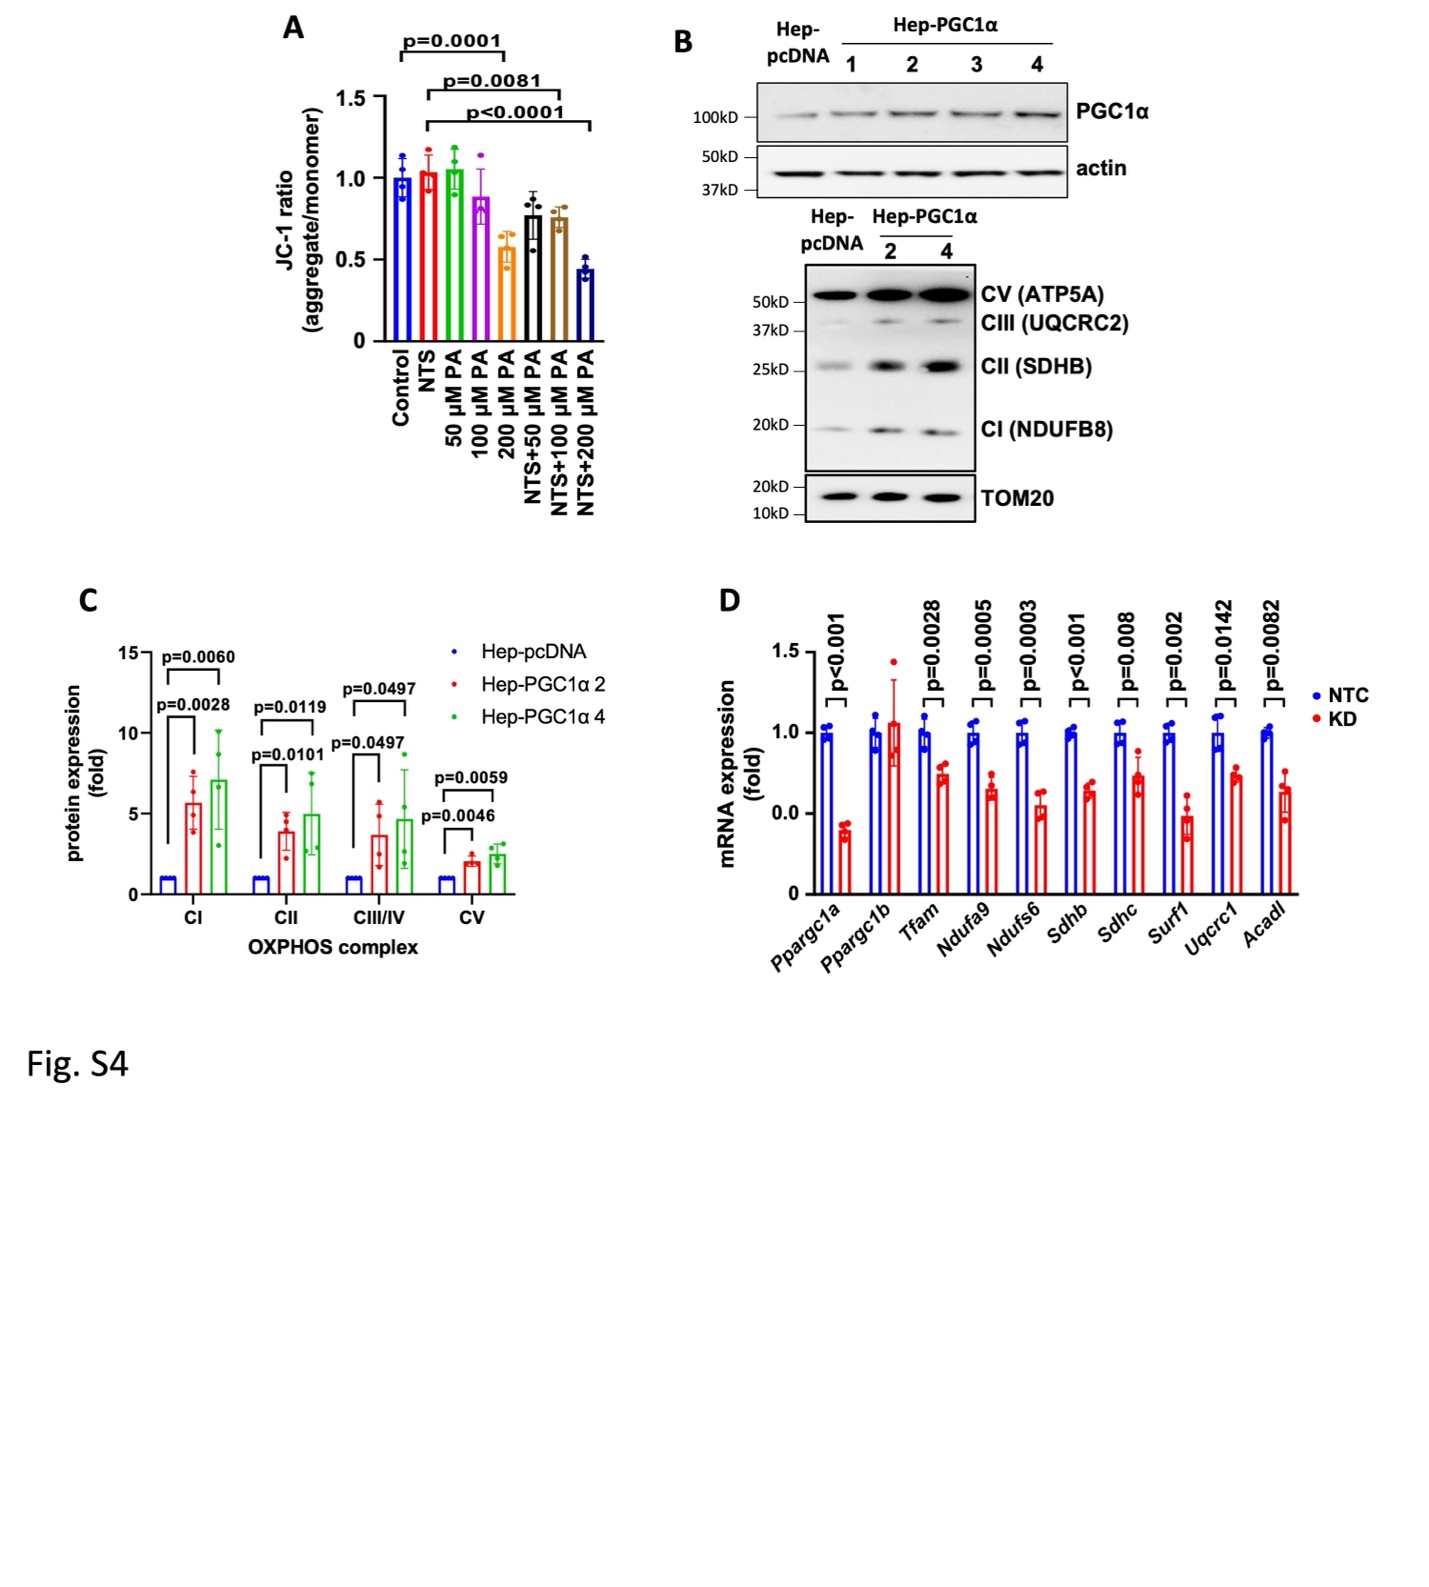

**Figure S4. NTS inhibits oxidative metabolism genes. (A)** Quantitative analysis of mitochondrial membrane permeability in hepatocytes treated overnight with NTS and/or PA as measured by JC-1 staining; N = 5 independent experiments. **(B)** Effect of PGC1α overexpression (top) on expression of OXPHOS complexes (bottom) in the mitochondrial fraction of HepG2 (western blot). **(C)** OXPHOS expression in (B) were normalized to TOM20. N=4 independent experiments. **(D)** Effect of PGC1α knockdown (siRNA) on gene expression (qPCR) in HepG2 cells; mRNA expression normalized to β-actin. NTC=non-targeted control, KD=PGC1α knockdown; N = 4 independent experiments. Data are expressed as mean ± SD, and p ≤ 0.05 is considered as significant.

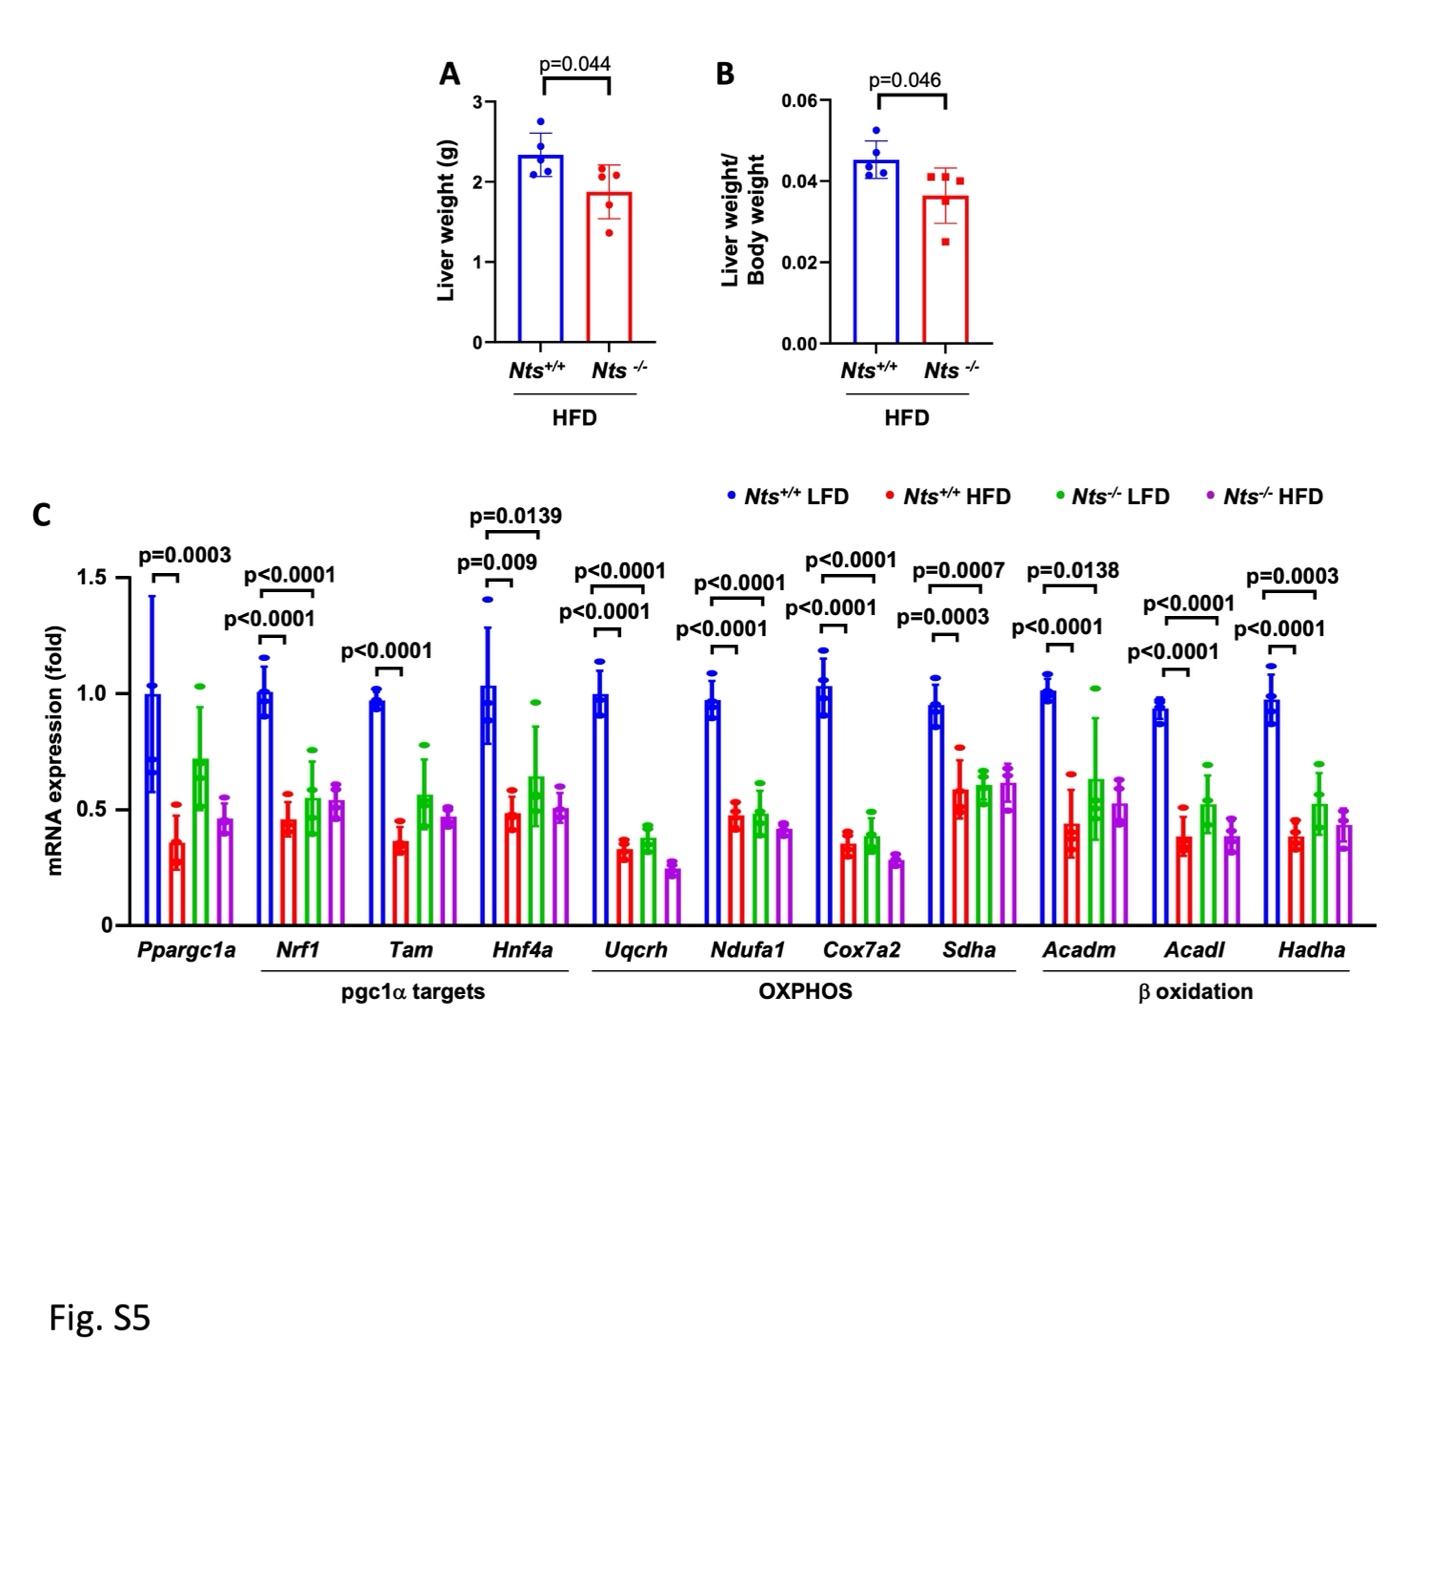

**Figure S5. Effect of NTS knockout in livers of male mice fed LFD or HFD for 23 wks. (A,B)** Comparison of liver weight and liver weight to body weight ratio in *Nts^+/+^* and *Nts^-/-^* male mice fed HFD for 23 wks. N=5 mice/group. **(C)** Gene expression analyses of livers from *Nts^+/+^* and *Nts*^‑/‑^ male mice fed LFD or HFD for 23 weeks, normalized to β-actin; N = 4 mice/group. Data are expressed as mean ± SD, and p ≤ 0.05 is considered as significant.

**
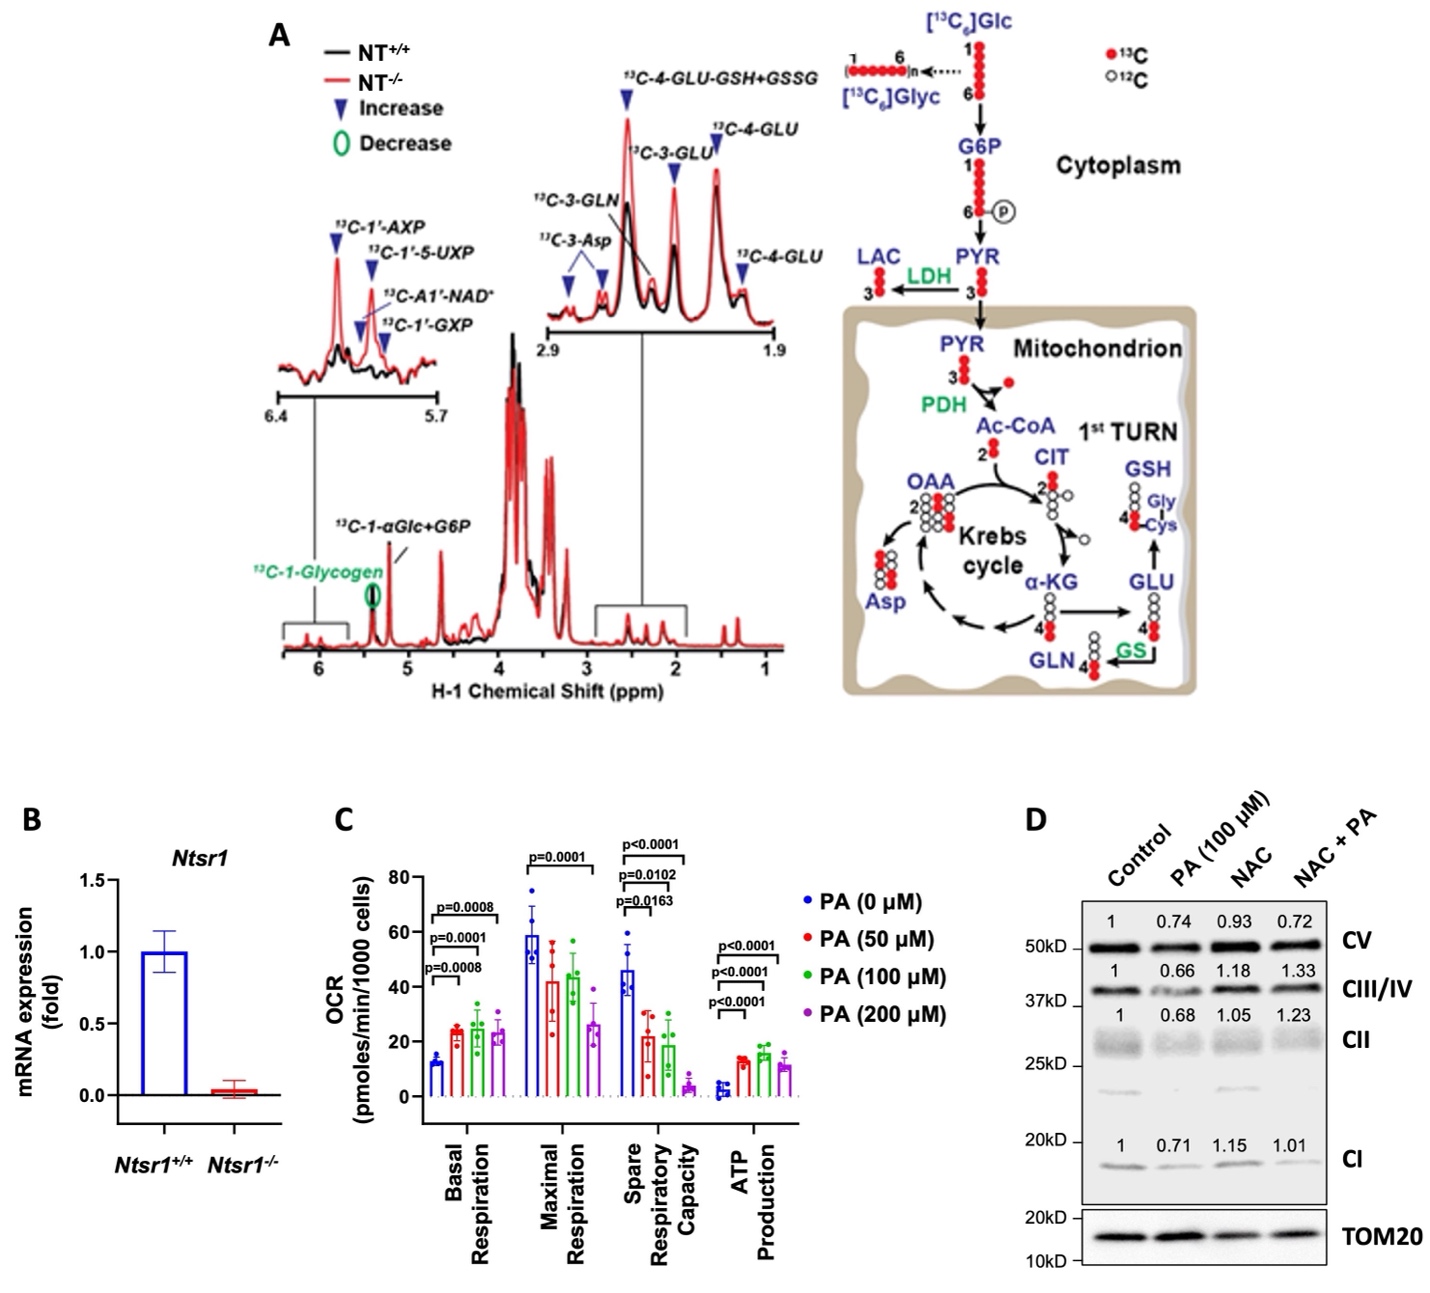
**

**Figure S6. Metabolomics and effect of PA on mitochondrial function. (A)** Results of 1D HSQC NMR analysis using ^13^C_6_-Glucose as a tracer in *Nts^+/+^* and *Nts*^‑/‑^ hepatocytes. N = 1 mouse/genotype; arrows indicate an increase, and the green oval indicates a decrease of respectively labeled metabolites in *Nts*^‑/‑^ livers. Schematic diagram (right) showing the positions of ^13^C after glucose is metabolized through glycolysis and the first turn of Krebs cycle. Numbers refer to carbon positions. **(B)** NTSR1 expression (qPCR) in isolated hepatocytes from *Ntsr1^+/+^* and *Ntsr1*^‑/‑^ mice. Data were normalized to β-actin. **(C)** Primary hepatocytes (C57/BL6) were treated with different concentrations of PA for 16 h, and Mito Stress test was performed to measure mitochondrial function. N = 5 wells/group. Representative data are shown; the experiment was repeated 3 times. **(D)** Effect of N-acetyl cysteine (NAC) treatment on PA-induced decrease in OXPHOS expression in hepatocyte mitochondrial fraction (protein expression was normalized to TOM20 and expressed as fold of Control). Data are expressed as mean ± SD, and p ≤ 0.05 is considered as significant.

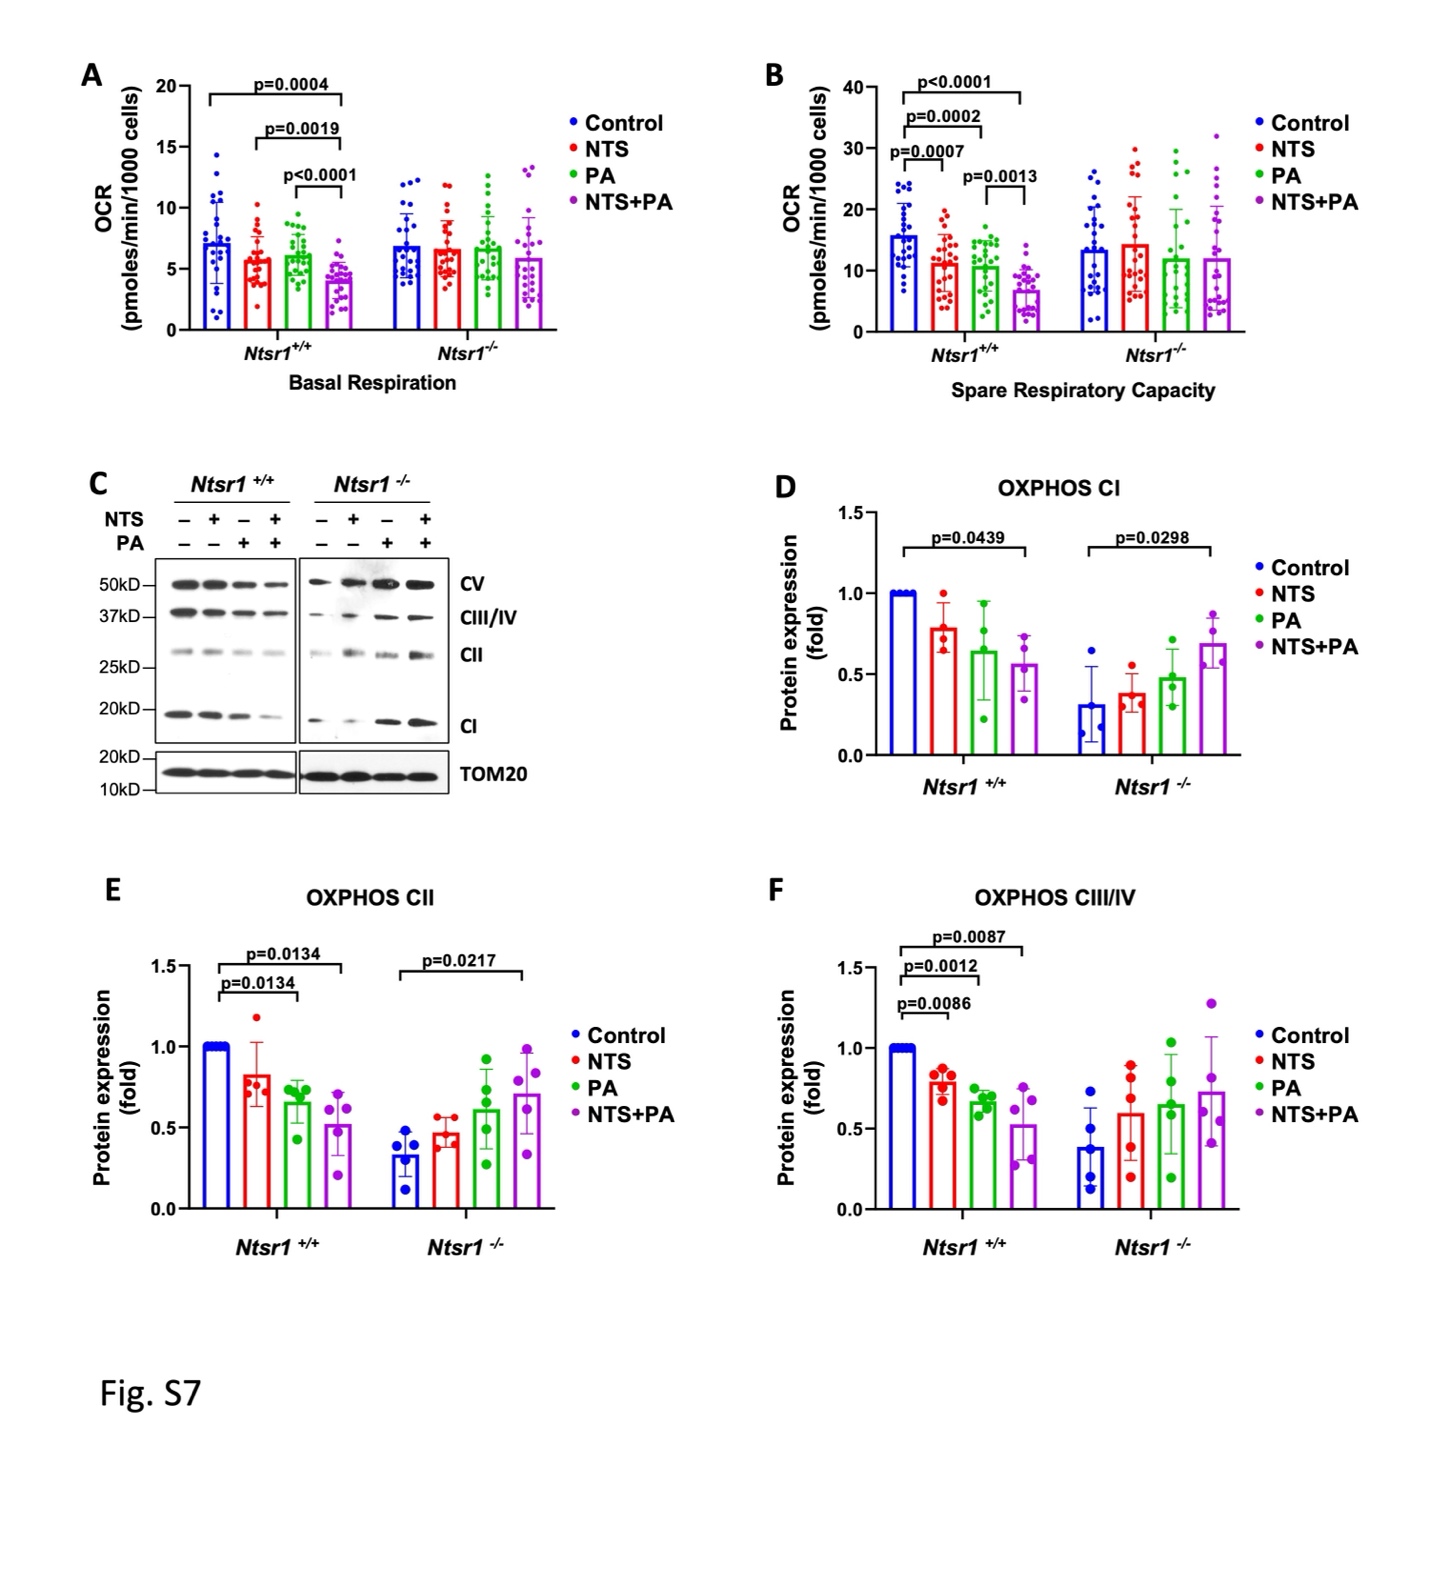

**Figure S7. NTSR1 deficient hepatocytes show better mitochondrial adaptation than NTSR1 wild type hepatocytes**. **(A,B)** Hepatocytes were treated with NTS (10 nM), PA (50 µM) or NTS+PA for 16 h and mitochondrial respiration was measured by Seahorse mito stress test; basal respiration and spare respiratory capacity are shown. N = 27 datapoints from 5 mice/genotype. **(C–F)** OXPHOS complexes I, II and III/IV expression in NTS- and PA-treated hepatocytes were quantified by western blot and normalized to TOM20 expression; N = 4–5 mice/group. TOM20 was used as mitochondrial fraction control. Data are expressed as mean ± SD, and p ≤ 0.05 is considered as significant.

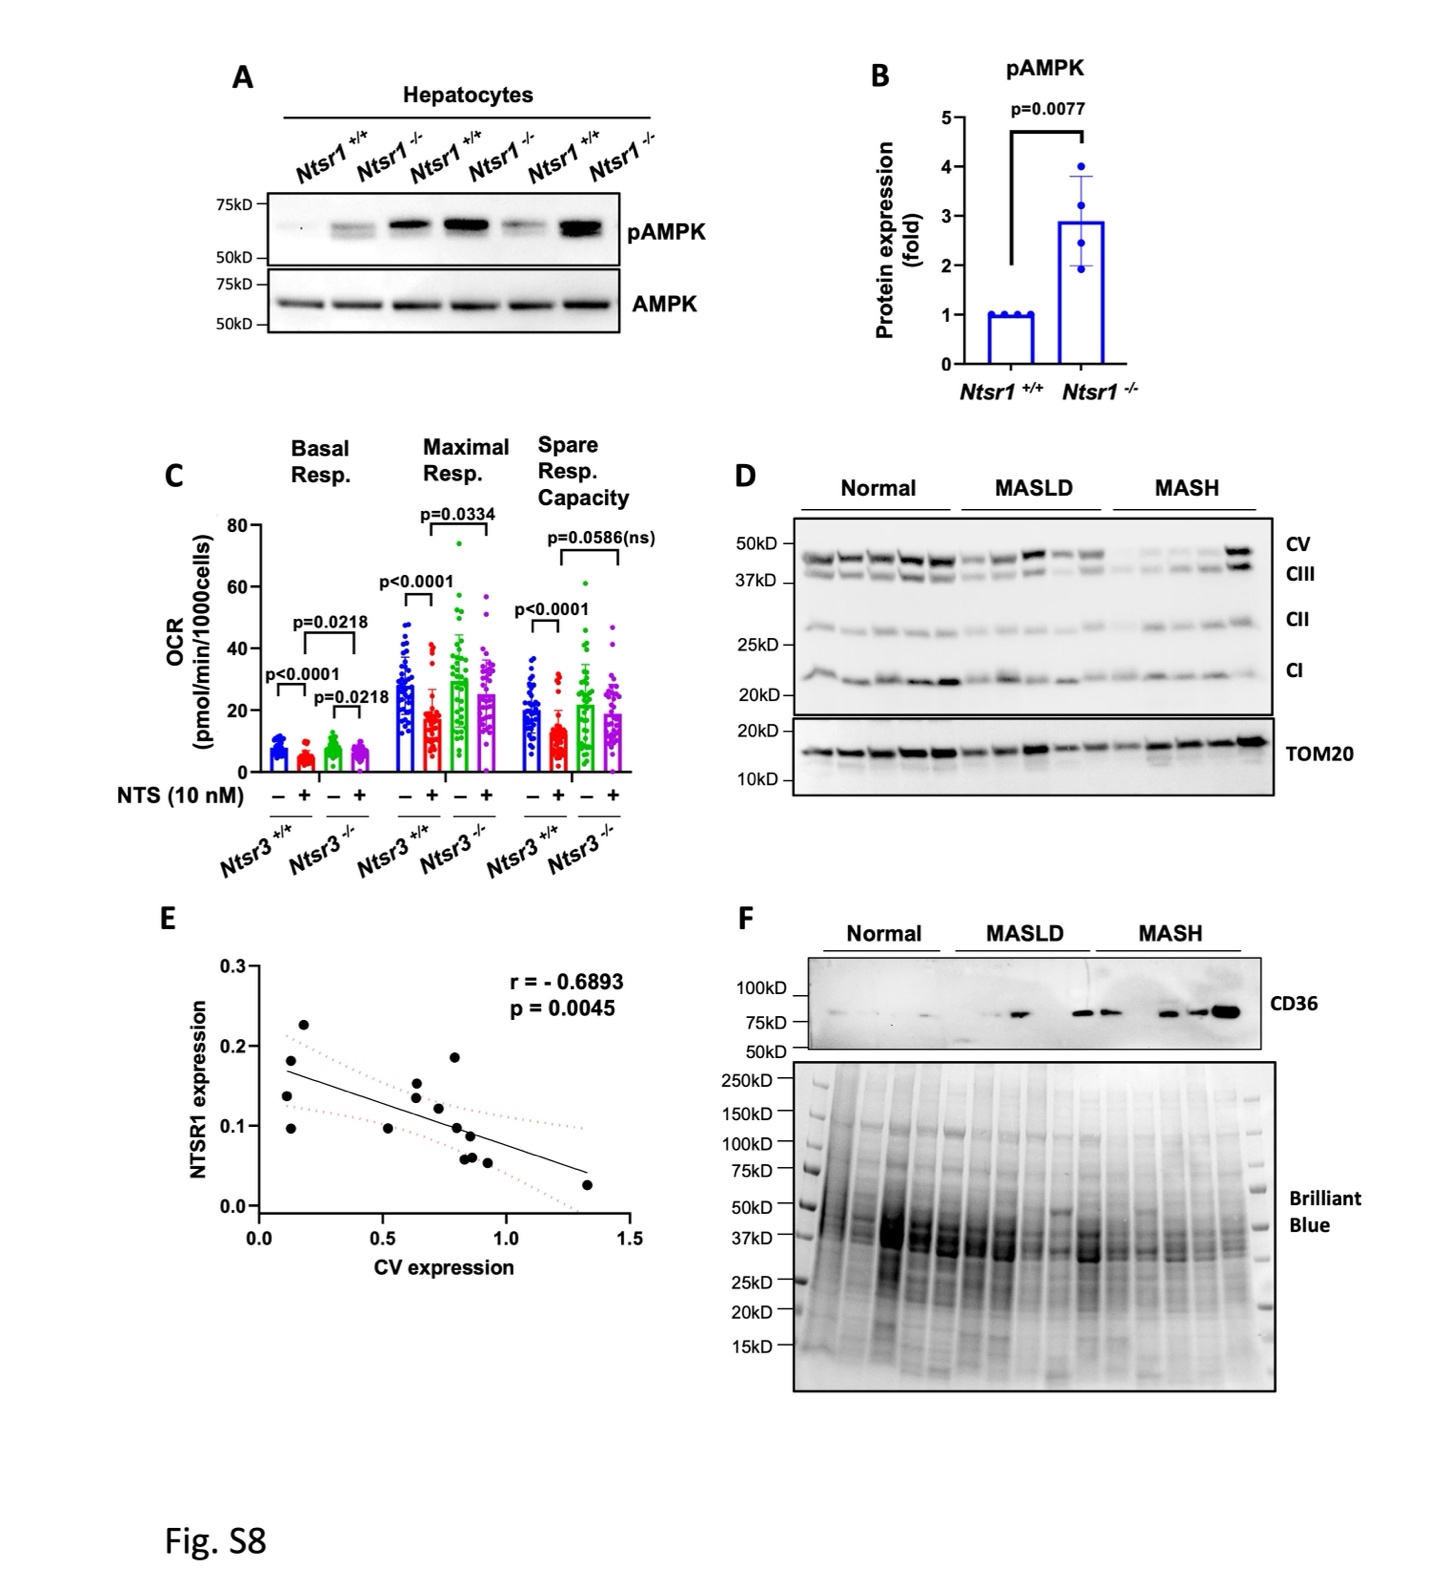

**Figure S8. NTS signaling inhibits AMPK and NTS signaling in human livers. (A)** Representative blot showing AMPK phosphorylation level in hepatocytes isolated from 3 pairs of *Ntsr1^+/+^* and *Ntsr1^-/-^* mice. **(B)** Quantitation of AMPK activation (pAMPK) in hepatocytes. Data were normalized to total AMPK. N=4 pairs of mice. **(C)** Mito stress test showing mitochondrial function in *Ntsr3 ^+/+^* or *Ntsr3 ^-/-^* hepatocytes treated with or without NTS. Data were analyzed from 30 datapoints of 3 mice/genotype. **(D)** Representative western blot showing OXPHOS complexes expression in human livers. TOM20 = loading control; N = 5/group. **(E)** Correlation analyses of NTSR1 and OXPHOS complex V expression in liver samples from human patients. r = Spearman rho; 95% confidence interval lines are shown in red. **(F)** Representative blot showing CD36 expression in human liver samples. Loading control = Brilliant Blue stained gel (same as Fig. 1A); N = 5/group.

How the deposited data were processed for this re-analysis (not part of the article)

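Liver RNA of 12 female mice was sequenced, 3 in each of the 4 groups formed by genotype label (*Nts*+/+ or *Nts*-/-) and feeding state (fed, or fasted for 22 h). The authors deposited one table of expected counts, which are estimated reads per gene that need not be whole and that are not scaled between mice. The table gives Ensembl identifiers, symbols, Entrez identifiers and GRCm38 positions for 48795 genes, of which 1220 have no symbol. The paper's text names no alignment or counting program for it. Every count column of the table belongs to one of the 12 mice, and columns of other samples number 0.

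Expected counts were rounded to whole counts. In R 4.3.3, edgeR 4.0.16 kept 13812 genes with enough counts for the group sizes (filterByExpr), normalized with TMM and fitted 1 model with a mean per group, with robust quasi-likelihood tests. The contrasts were *Nts*-/- against *Nts*+/+ in fasted livers, the same in fed livers, the difference between these differences, and fasted against fed within each genotype. Benjamini-Hochberg adjusted *p* values under 0.05 were counted as passing. The depth of each mouse, from 21999647 to 45273069 counts, puts a floor of 3 counts at between 0.0663 and 0.136 CPM (counts scaled to the library's total). CPM of *Nts*, of intestinal genes and of *Ppargc1a* in single mice is on this scale. Other CPM of named genes is scaled by TMM too and is called TMM-normalized. Floors cover counting error only.

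Lists of genes were compared with camera of limma 3.58.1 on log2 CPM (prior count 2, correlation preset at 0.01), adjusted over the 12 lists in each contrast. The lists were OXPHOS, OXPHOS genes of the mitochondrial DNA, TCA cycle, fatty acid oxidation, PGC1α-related genes of the paper, lipid uptake genes of the paper, cytosolic ribosomal proteins, cholesterol biosynthesis, basement membrane, T cell and MHC class II genes, fasting-induced genes and lipogenesis genes. They stand in for MSigDB sets, which were not analysed here. Each value is the mean edgeR log2 fold change of the tested members. Estimated correlations and fry were run on the same lists. The score of a list in a mouse is the mean of log2 CPM after centring each gene over the 12 mice, and was compared with a two-sided exact permutation test, in which 3 mice against 3 allow no *p* below 0.1. Reactome sets shipped with fgsea 1.28.0 were tested with 10000 gene permutations, sets of 15 to 500 genes and an unweighted running sum. Marker lists of hepatocytes, Kupffer cells, lymphocytes, stellate cells, sinusoidal endothelium, cholangiocytes, adipocytes, erythroid cells, pancreas, skeletal muscle, intestine, X inactivation and the Y chromosome were used to weigh RNA of other cells and the sex of the mice.

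The groups, tests, lists, alternatives and rule for naming genes were set before the data were examined, except the intestinal list, which was written after the counts on *Nts* were seen and before its own genes were looked at. Genes named are those the paper names, up to 5 higher and 5 lower genes past the threshold in each genotype contrast, the 3 genes with the smallest *p* of the OXPHOS, TCA cycle, fatty acid oxidation and cholesterol lists, and genes past the threshold within 20 Mb of *Nts*. Other genes named in the closing section were chosen after their values were seen.

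The alternatives were RLE and upper-quartile normalization, the Wald test of DESeq2 1.42.0, no count filter, at least 10 counts in every mouse, only the 6 mice compared, no mitochondrially encoded genes, protein-coding genes only, offsets that remove the trend with gene length or GC content, adjusted *p* under 0.10, an absolute log2 fold change of at least 1, estimated correlation, fry, the median, list members above the median expression of all tested genes only, a weighted running sum, ranking by fold change, camera on the Reactome sets, and leaving out each mouse. Length and GC content came from the longest transcript in GENCODE vM39, matched by Ensembl identifier for 99.2% of tested genes.

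The steps were tested on simulated data with the depths of these libraries. Of 100 genes changed 4-fold, 88 were recovered, and of 100 changed 2-fold, 53. There were 6 calls among 12674 unchanged genes. Lists shifted by 0.2 had a mean of 0.207, and 10 of 10 had a *p* under 0.05, against 0 of 200 random lists. Genes were simulated independently, so the simulation does not test the preset correlation between genes of a list.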

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

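The regroupings of the mice for OXPHOS in fasted and in fed livers, the tests of length, GC content and short, abundant transcripts for OXPHOS in fasted livers, of GC content in fed livers, of single mice, of hepatocyte share and of intestinal RNA were set before their results were seen, and the others were chosen only after the result was seen. The rules for reading the length and GC tests (the part of the difference that the correction removed, with 2 standard errors between mice, has to stay below the whole difference) and the test of the fasting response were changed more than once after their values were seen.

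*Nts* was counted only in the libraries labelled *Nts*-/-, with a mean of 22.5 counts per library against 0 in every library labelled *Nts*+/+. The paper does not report this signal. The split between the labels was complete (0 libraries labelled *Nts*+/+ with a count), which argues against labels mixed up between single mice. Of 10 intestinal genes, 3 had a higher mean in the libraries labelled *Nts*-/- (*Fabp2*, *Lgals4* and *Vil1*, of which the liver expresses *Fabp2* at 94.3 and *Lgals4* at 4.75 CPM in the libraries labelled *Nts*+/+). *Reg3b*, *Reg3g*, *Muc2*, *Alpi*, *Sis* and *Cdx1* had 0 counts there, which argues against RNA of the intestine. All genotype labels exchanged stays open. The lowest count in a library labelled *Nts*-/- was 4, and no other count in the table tells the alleles apart, so an exchange cannot be told apart from transcripts of the targeted allele. A neighbouring segment from another strain cannot be told apart either. Within 20 Mb of *Nts*, 1 of 152 genes (*Rpl6l*) had an unadjusted *p* under 0.05 and the same sign in both feeding states, against 37 of 13659 elsewhere (Fisher's exact test, *p* = 0.344), and 1 gene is too few to decide. An exchange of all labels would reverse the sign of every genotype difference reported here.

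The genotype difference differed between fasted and fed livers by camera's test of the difference for 10 of the 12 lists. On the log2 scale, the difference between feeding states was 0.28 for OXPHOS, 0.24 for fatty acid oxidation, 0.24 for the PGC1α-related genes, 0.43 for the lipid uptake genes, 0.28 for cytosolic ribosomal proteins, −0.77 for cholesterol biosynthesis, −0.21 for basement membrane genes, 0.37 for T cell and MHC class II genes, 0.33 for fasting-induced genes and −0.52 for lipogenesis genes. No list passed 0.05 with an estimated correlation or in fry (the smallest adjusted *p* in fry was 0.173, for the lipid uptake genes).

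The mice were also regrouped within each feeding state. Of 100 groupings, the real one included, a camera *p* as small was seen in 8 for OXPHOS, 11 for fatty acid oxidation, 6 for the PGC1α-related genes, 3 for the lipid uptake genes, 12 for cytosolic ribosomal proteins, 12 for cholesterol biosynthesis, 32 for basement membrane genes, 16 for T cell and MHC class II genes, 31 for fasting-induced genes, 34 for lipogenesis genes, 73 for OXPHOS genes of the mitochondrial DNA and 65 for the TCA cycle. The lipid uptake list is the only one of the 12 with a share under 0.05. It has 4 tested genes, and their differences between feeding states were unlike. They were 1.03 for *Fabp1*, 0.85 for *Fabp2*, 0.13 (standard error 0.39) for *Cd36* and −0.29 (standard error 0.30) for *Ppara*. With 12 lists examined, the share of this list is not adjusted for their number. The other 11 lists stay within what grouping by chance gives. With 0 genes past the threshold in the real grouping (663 at an unadjusted *p* under 0.05), 100 of 100 groupings had to give as many, so gene counts decide nothing here.

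In fasted livers, 3 of the 10 splits of the 6 mice gave a camera *p* for OXPHOS as small as the real one, and 8 of the 10 gave a *p* under 0.05. As small a *p* was seen in 2 splits for the mitochondrial DNA genes, 8 for the TCA cycle, 2 for fatty acid oxidation, 3 for the PGC1α-related genes, 1 for the lipid uptake genes, 3 for ribosomal proteins, 5 for cholesterol biosynthesis, 9 for basement membrane, 3 for T cell and MHC class II, 3 for fasting-induced and 5 for lipogenesis genes. As many Reactome sets were seen in 2 of the 10 splits, and as large a score of respiratory electron transport and ATP synthesis in 2, with a largest absolute score of 6.18. With 10 splits the share is never under 0.1, so grouping by chance cannot be told apart from genotype in either feeding state.

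In fed livers, the numbers were 6 of 10 splits for OXPHOS, 8 for the mitochondrial DNA genes, 10 for the TCA cycle, 7 for fatty acid oxidation, 3 for the PGC1α-related genes, 3 for lipid uptake, 5 for ribosomal proteins, 2 for cholesterol biosynthesis, 3 for basement membrane, 3 for T cell and MHC class II, 5 for fasting-induced and 6 for lipogenesis genes. They were 3 of 10 for the number of Reactome sets and 6 of 10 for the score of respiratory electron transport and ATP synthesis. With 0 genes in the real split in fasted and in fed livers (685 and 876 at an unadjusted *p* under 0.05), 10 of 10 splits had to give as many, which decides nothing. For fasted against fed mice, 1 of 10 splits gave as many genes in each genotype, the real split only.

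For OXPHOS in fasted livers, the tables argue against 1 mouse as the whole cause, since the mean closest to 0 with a mouse left out was 0.11 (without mouse 322). For a shift of all short, abundant transcripts, 10000 random lists matched on expression and length had a mean of 0.062, below that of OXPHOS. The OXPHOS list lay at percentile 100 of them. Their genes were drawn singly, so the percentile leaves out the variation between mice and the correlation between genes. The OXPHOS score difference has a standard error between mice of 0.10, so such a shift as the whole cause stays open. The tables argue against a GC content trend as the whole cause, since its removal left a mean of 0.19 (adjusted *p* = 9.08e-12 from camera) and took away −0.0089 (standard error between mice 0.0057), so the mean rose from 0.18. Removal of a gene length trend took away 0.068 (standard error between mice 0.020) and left a mean of 0.11 (adjusted *p* = 4.72e-05 from camera). By the rule above, the trend falls short of the whole difference only if that difference is taken as fixed. The mean left has a standard error between mice of 0.11, so it is not beyond that spread. A length trend as part or the whole of the cause therefore stays open. The tables argue against a fasting response changed in proportion over all genes as the whole cause. Fasting-induced genes, lipogenesis genes and cholesterol biosynthesis genes moved too little between genotype labels in fasted livers, by 0.030, −0.21 and −0.12 in their scores. The largest of these movements relative to the fasting response in the libraries labelled *Nts*+/+ was that of the lipogenesis genes (response −1.86). Scaled to the OXPHOS response in the libraries labelled *Nts*-/- (0.30), it gives 0.033 (standard error between mice 0.040) of the OXPHOS score difference of 0.19. This value mixes the 2 labels, and that OXPHOS response already contains the difference being explained. A different share of hepatocytes stays open. Its test compared marker lists of other cells only, and the gap between the highest and lowest (Kupffer cells and cholangiocytes) was 0.49 with a standard error of 0.51. The hepatocyte markers themselves had a mean of −0.091, with 2 of 8 genes higher, opposite in sign to the OXPHOS mean. Their spread between mice was not computed, so this mean does not decide the question. A difference in genotype is among the open explanations.

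For OXPHOS in fed livers, 1 mouse may explain the difference, since the mean was −0.0065 without mouse 277. A shift of all short, abundant transcripts may also contribute, since the list lay at percentile 14.6 of the matched random lists. A length trend stays open, since its removal took away −0.045 with a standard error between mice of 0.051 and left −0.062. The tables argue against a GC content trend as the whole cause, since its removal took away −0.00050 (standard error between mice 0.0078) and left −0.099 (adjusted *p* = 0.00017 from camera).

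For cholesterol biosynthesis in fed livers, the tables argue against 1 mouse as the whole cause (0.40 without mouse 303). A fasting response changed in proportion over all genes stays open, since the movement of the fasting-induced genes gives 0.46 (standard error between mice 0.38) of the score difference of 0.60. This value mixes the labels. It takes the fasting-induced response of the libraries labelled *Nts*+/+ (1.70). The cholesterol response is that of the libraries labelled *Nts*-/- (−2.58), which already contains the difference being explained. Grouping by chance and genotype stay open too.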

How the results depend on the processing

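No paired analysis was possible because neither the labels nor the paper give the litters of these mice.

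Under the alternatives other than leaving out mice, the means of the OXPHOS, TCA cycle, fatty acid oxidation, PGC1α-related and cholesterol lists kept their direction in both genotype contrasts and in the difference between feeding states, except the TCA cycle in fed livers, which was 0.015 with the length offset, 0.0019 with the GC offset and 0.011 as a median. With the correlation estimated or in fry, the OXPHOS (0.18), fatty acid oxidation (0.16) and PGC1α-related (0.11) lists in fasted livers no longer passed, nor did OXPHOS (−0.10), PGC1α-related (−0.13) and cholesterol (0.64) in fed livers, nor OXPHOS (0.28), fatty acid oxidation (0.24), PGC1α-related (0.24) and cholesterol (−0.77) for the difference between feeding states. Both tests allow for correlation between genes of a list beyond the preset value. With the correlation estimated, even the fasting-induced list for fasted against fed *Nts*+/+ livers did not pass (mean 1.66, adjusted *p* = 0.0886 from camera). Failing that test therefore decides little. Adjusted *p* values over the alternatives ranged from 1.8e-13 to 0.669 for OXPHOS in fasted livers and from 1.9e-05 to 0.581 in fed livers.

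With the length offset, the PGC1α-related list in fasted livers fell to 0.081 and no longer passed, and 11 Reactome sets passed in fasted livers. With camera on the Reactome sets, 39 passed. The causes were not tested. Reactome sets in fed livers numbered between 100 and 144, and the score of respiratory electron transport and ATP synthesis kept its direction and its side of the threshold in both feeding states.

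For genotype, DESeq2 gave 4 genes in fasted livers (*Gm14403*, *Med12l*, *Nts* and *Zfp970*), 12 in fed livers and 3 for the difference (*Arl4d*, *Gm26675* and *Nr1i3*). Without a count filter, 1 gene passed in fed livers (*Nts*). With only the 6 mice compared, 1 gene passed in fasted livers (*Klkb1*). Gene names here were chosen after their values were seen. Elsewhere the counts were 0, and the causes were not tested. At an absolute log2 fold change of at least 1, fasting changed 911 and 915 genes, since fewer genes can meet both conditions. Of single genes, *Acadm* in fed livers was 0.012 with the length offset and *Hadha* in fed livers 0.0042 with the GC offset, where the main values were negative.

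Over the fits that each left out 1 mouse, genes for genotype numbered 0 in fasted livers, from 0 to 2 in fed livers (*Gm44002* and *Rsc1a1* without mouse 323, *Lss* and *Slc35g1* without mouse 319), and from 0 to 1 for the difference (*Gm44002* without mouse 323). Fasting changed from 1224 to 2418 genes in *Nts*+/+ and from 1358 to 2631 in *Nts*-/- livers, with over 1.5 times fewer without mouse 282 (1224), 254 (1326), 257 (1596), 277 (1358), 290 (1365) or 284 (1523). The cause was not tested.

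In fasted livers, the range was 0.11 to 0.25 for OXPHOS, −0.057 to 0.15 for the TCA cycle (−0.057 without mouse 322, above the threshold without 265 or 290), 0.095 to 0.22 for fatty acid oxidation (0.095 without 322, no longer passing), 0.064 to 0.16 for PGC1α-related genes (no longer passing without 322, 284 or 295), and −0.21 to −0.034 for cholesterol (passing without 322 or 295). Reactome sets numbered from 46 (without 322) to 144, with 51 without 282 and 63 without 295, and the score ranged from 3.25 to 6.48.

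In fed livers, the range was −0.23 to −0.0065 for OXPHOS (without mouse 277), −0.057 to 0.053 for the TCA cycle (0.053 without 277), −0.17 to 0.027 for fatty acid oxidation (0.027 without 323, passing without 257 or 319), −0.23 to −0.045 for PGC1α-related genes (no longer passing without 277 or 323) and 0.40 to 0.88 for cholesterol. Reactome sets numbered from 58 (without 277) to 152, with 60 without 303, and the score ranged from −4.81 to −0.792 (without 277). For the difference, the range was 0.19 to 0.41 for OXPHOS, −0.050 to 0.15 for the TCA cycle (−0.050 without 322, passing without 265 or 303), 0.13 to 0.33 for fatty acid oxidation, 0.16 to 0.34 for PGC1α-related genes and −1.01 to −0.51 for cholesterol.

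Among single genes, *Cd36* in fed livers ranged from 0.16 (without mouse 303) to 0.73, *Ppargc1a* in fasted livers ranged from −0.069 (without mouse 290) to 0.83, *Acadm* in fed livers from −0.12 to 0.081 (positive without 277 or 323), *Hadha* in fed livers from −0.040 to 0.012 (positive without 277 or 323) and *Hadha* in fasted livers from −0.031 to 0.065 (negative without 295 or 322).

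*Ntsr1* had 0 counts among 342262521 in the 12 mice, which allows up to 0.00877 CPM over the pooled libraries. The paper reports its expression by qPCR in isolated mouse hepatocytes, which is another measure in other samples. The floors for *Nts* are instead means of the floors of single libraries, and so are higher.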

Differences from the paper's values

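For TCR signaling in fed livers, the paper's normalized enrichment score is about −3.1 in Fig. S3E, read by eye, against −1.32 with the mouse Reactome set used here. None of the 17 alternatives set before the data were examined closed the gap, with scores from −1.65 to −0.963. All 17 drew on that same Reactome set, so none could test whether the paper's set has other members. A normalized enrichment score has no replicate error, so values were taken to differ when their signs differed or one was more than 1.5 times the other, a rule set after the scores were seen. With the settings first chosen, the other 7 scores read from Fig. 3A and Fig. S3E did not differ by that rule. Of the 17 alternatives, 4 differed for mRNA splicing (weighted running sum −1.78, ranking by fold change −1.87, without mouse 277 −1.02 and without mouse 303 −2.03, against about −3.2 in the paper). In fasted livers, 3 differed for each of the 3 sets. These were the length offset, the weighted running sum and leaving out mouse 322 for the citric acid cycle set (3.16, 2.55 and 3.18 against about 5.6) and for respiratory electron transport and ATP synthesis (3.20, 2.77 and 3.25 against about 5.5). For translation elongation they were the length offset, the weighted running sum and leaving out mouse 265 (1.50, 2.29 and 3.12 against about 4.9). In fed livers, leaving out mouse 323 or 277 differed for ECM proteoglycans (1.38 and 1.71 against about 2.9) and laminin interactions (1.39 and 1.69 against about 2.7), and the weighted running sum for cholesterol biosynthesis (2.54 against about 4). The causes were not tested.

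The paper states an upregulation of TCA cycle pathways in fasted livers of *Nts*-/- mice, and the list of 18 TCA cycle genes had a mean log2 fold change of 0.054 with an adjusted *p* of 0.0917 from camera. The mean was −0.057 without mouse 322. It passed the threshold without mouse 265 (0.15, adjusted *p* = 0.000396) and without mouse 290 (0.086, adjusted *p* = 0.0238). The Reactome set that joins the citric acid cycle with respiratory electron transport had a score of 5.76, which was 3.18 without mouse 322, 2.55 with a weighted running sum and 3.16 (adjusted *p* = 0.0171 from fgsea) after removal of the length trend.

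The paper names the *Nts*-/- mice NTS-deficient. Transcripts of *Nts* were counted in the 6 libraries labelled *Nts*-/- (from 4 to 46 counts) and in 0 of the 6 labelled *Nts*+/+. Counts of liver RNA do not measure the peptide, so they do not show whether these mice lack NTS. The sources of NTS that the paper names are the nervous system, the small intestine and lymphatic endothelium of adipose tissue. The 0 counts in livers labelled *Nts*+/+ are therefore not in themselves a difference from the paper.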

Other observations

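The remaining lists, which include the OXPHOS genes of the mitochondrial DNA and the paper's lipid uptake genes, gave these values. OXPHOS genes of the mitochondrial DNA (13 genes) had a mean log2 fold change of 0.26 in fasted livers (adjusted *p* = 0.01 from camera) and 0.099 in fed livers (0.51). Lipid uptake genes of the paper (4 of 6 tested) had 0.31 (0.0391) and −0.12 (0.298). Cytosolic ribosomal proteins (79 genes) had 0.12 (4.5e-06) and −0.16 (1.3e-08). Basement membrane genes (15) had 0.013 (0.886) and 0.22 (0.00187). T cell and MHC class II genes (15) had 0.17 (0.141) and −0.20 (0.0826). Fasting-induced genes (14) had 0.040 (0.61) and −0.29 (0.00899). Lipogenesis genes (12) had −0.25 (0.171) and 0.27 (0.0768). None passed in fry.

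*Cd36* had a log2 fold change of 0.64 in fasted livers (standard error 0.28, edgeR adjusted *p* = 0.917) and 0.51 in fed livers (standard error 0.28, adjusted *p* = 0.791). Over the fits that each left out 1 mouse it ranged from 0.43 (without mouse 265) to 0.97 in fasted and from 0.16 (without mouse 303) to 0.73 in fed livers. With the GC offset it was 0.59 and 0.32. *Sort1*, which encodes NTSR3, had −0.55 in fasted (standard error 0.22, adjusted *p* = 0.917) and 0.052 in fed livers. *Fabp1* had 0.32 in fasted and −0.71 in fed livers (standard error 0.17, adjusted *p* = 0.709), and passed in fed livers in DESeq2 (adjusted *p* = 0.0483). *Ntsr1* had 0 counts in the 12 mice, and *Ntsr2* had 1 count, in mouse 319.

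Marker lists gave these mean log2 fold changes between genotype labels in fasted and in fed livers, in that order. Hepatocyte markers had −0.091 and −0.12, Kupffer cell markers 0.49 and −0.77, lymphocyte markers 0.21 and 0.026, stellate cell markers −0.025 and 0.20, sinusoidal endothelium markers −0.066 and 0.051, cholangiocyte markers −0.10 and −0.11, erythroid markers −0.00028 and 0.32, adipocyte markers 0.0080 and −0.052, and intestinal markers 0.77 and −0.32 (2 of 10 genes tested, both expressed in the liver). Skeletal muscle had 1 tested gene (−0.014 and −0.30), and pancreas 0. *Xist* had 0.95 and 0.40, with 1726 to 7038 counts per mouse, and the 4 genes of the Y chromosome had 0 counts in every mouse.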
